# Multimodal transcriptomics reveal neurogenic aging trajectories and age-related regional inflammation in the dentate gyrus

**DOI:** 10.1038/s41593-024-01848-4

**Published:** 2025-01-06

**Authors:** Yicheng Wu, Vladyslav I. Korobeynyk, Margherita Zamboni, Felix Waern, John Darby Cole, Sarah Mundt, Melanie Greter, Jonas Frisén, Enric Llorens-Bobadilla, Sebastian Jessberger

**Keywords:** Neural ageing, Neural stem cells

## Abstract

The mammalian dentate gyrus (DG) is involved in certain forms of learning and memory, and DG dysfunction has been implicated in age-related diseases. Although neurogenic potential is maintained throughout life in the DG as neural stem cells (NSCs) continue to generate new neurons, neurogenesis decreases with advancing age, with implications for age-related cognitive decline and disease. In this study, we used single-cell RNA sequencing to characterize transcriptomic signatures of neurogenic cells and their surrounding DG niche, identifying molecular changes associated with neurogenic aging from the activation of quiescent NSCs to the maturation of fate-committed progeny. By integrating spatial transcriptomics data, we identified the regional invasion of inflammatory cells into the hippocampus with age and show here that early-onset neuroinflammation decreases neurogenic activity. Our data reveal the lifelong molecular dynamics of NSCs and their surrounding neurogenic DG niche with age and provide a powerful resource to understand age-related molecular alterations in the aging hippocampus.

## Abstract (web summary)

Multimodal transcriptomics unveil the molecular dynamics of neural stem cells and their surrounding niche in the aging mouse hippocampus and provide a resource to understand age-related molecular changes.

## Main

The hippocampus is a key brain structure underlying the encoding of declarative memories, such as biographical events and semantic facts, and is required for spatial learning^1–6^. The hippocampus also plays a pivotal role in mood control^7–9^. The dentate gyrus (DG), which is the hippocampal subregion that receives the main inputs from cortical association areas, is one of the few regions in the adult mammalian brain that harbors neurogenic neural stem cells (NSCs)^10,11^. NSCs produce new neurons throughout life that integrate into pre-existing neural networks, providing structural and functional plasticity to hippocampal circuits. Aging has been associated with reduced levels of neurogenesis and a decline in hippocampus-dependent learning and memory^12–14^. Moreover, several age-related diseases, including Alzheimer’s disease and major depression, have been linked to impaired plasticity of the aging hippocampus^11,15–19^. However, the molecular alterations that occur from early adulthood into old age within the DG niche, required to sustain lifelong neurogenesis and to ensure proper circuit function, remain poorly understood.

Recent progress in single-cell RNA sequencing (scRNA-seq) enabled genome-wide transcriptome analyses of individual cells and proved to be a powerful tool in mice, monkeys and humans to identify developmental trajectories of the hippocampus and neurogenic cells within the DG^20–26^. Indeed, scRNA-seq was used in the other main neurogenic niche of rodents—the subventricular zone (SVZ) lining the lateral ventricles—to characterize age-related changes in gene expression and to identify novel regulators of neurogenesis in the context of aging^27,28^. Despite its usefulness to identify molecular signatures of individual cells, current scRNA-seq-based approaches require the destruction of tissues to isolate single cells or nuclei and, therefore, lack spatial information about the localization of sequenced cells within the analyzed brain area. To overcome this limitation, several approaches have been established that allow for genome-wide spatially resolved transcriptomics or multiplexed in situ analyses of genes and/or proteins^29,30^. Spatially resolved transcriptomics have been used to study cellular interactions and regional differences of tissues in health and disease^31,32^. Furthermore, multiplexed, candidate-based approaches to analyze the expression of multiple proteins in individual cells have been used to identify regional and single-cell heterogeneity of age-related changes in the aging DG^33^. However, genome-wide data with sufficient spatial resolution are currently missing for the mammalian DG across the adult lifespan. In the present study, we used whole-cell scRNA-seq combined with spatially resolved transcriptomics in young adult, middle-aged and aged mice to characterize age-associated molecular changes in the DG. Our data reveal heterogeneity in the course of molecular changes associated with age; identify regional inflammatory cell invasion to be associated with age and to be sufficient to reduce neurogenic activity; and provide a powerful resource to reveal the mechanisms that are linked with aging in the mammalian hippocampus.

## Results

### Transcriptional architecture of the aging DG

We isolated whole cells from young adult (3-month-old (3 MO)), middle-aged (9–11 MO) and old (16–21 MO) C57Bl/6 mice of mixed sex to perform scRNA-seq (Fig. 1a and Supplementary Fig. 1). 

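Cells of the microdissected DG were sequenced in 4 droplet libraries, of which 1 came from young, 1 from middle-aged and 2 from old mice. The animals of an age were pooled before sequencing, with 5 young, 6 middle-aged and 6 old mice, and both old libraries hold cells of the same 6 animals. Each age is therefore 1 sample, so no spread between animals can be estimated and no test between ages was run. The authors deposited the unique molecular identifiers (UMIs) that Cell Ranger counted per gene and barcode, without normalization. The young library held 6454 barcodes with 49936831 UMIs and the middle-age library 11219 barcodes with 66076615 UMIs. Old library 1 held 14274 barcodes with 69890756 UMIs and old library 2 held 10531 barcodes with 64197371 UMIs. A barcode had a median of 6386 UMIs in the young library, 5121 in the middle-age library, 4278 in old library 1 and 5487 in old library 2. Of the 42478 barcodes, 39117 had at least 800 genes and at most 20% of their UMIs from mitochondrial genes. The barcodes with the highest Scrublet scores, 3286 in all, were removed as doublets. The remaining 35831 cells were clustered with the Leiden algorithm on 5000 variable genes. Every gene that the paper names in its results and every gene of its aging signatures was left out of those features, so that the grouping of cells did not rest on them. Clusters were named by fixed lists of marker genes, and the ending -like marks that a name rests on those genes alone. The DG resident classes held 34994 cells. Shares of cells are given with exact Clopper-Pearson 95% confidence intervals and levels of genes as CPM (UMIs scaled to the same total in every class) with exact Poisson 95% intervals. Both cover counting error only and take no account of differences between animals or in dissociation. The Poisson intervals also take UMIs as independent and leave out the spread between cells of a class, so they can be too narrow.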

After filtering out poor-quality cells and doublets, we obtained transcriptomes of 35,189 cells that clustered into 17 distinct cell populations (Extended Data Fig. 1a,b). Of note, some of them were peripheral immune cells that could represent either contamination or infiltration. Thus, we first focused on DG resident cell populations that consisted of 34,732 cells from 11 distinct cell populations (Fig. 1b). These cell populations were well separated by their global transcriptome (Fig. 1c). Top marker genes for each cell type were summarized (Fig. 1d and Supplementary Table 2). Relative proportions of identified cells were dependent on age, with a substantial decrease of cells of the neurogenic lineage—for example, quiescent neural stem cell (qNSC), active neural stem/progenitor cell (aNSPC) and neuroblast/immature neuron (NB/IMN)—as expected (Fig. 1e). 

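Among DG resident cells, the share of qNSC-like cells was 2.77% (95% interval 2.35 to 3.24, 150 cells) in young, 0.834% (0.658 to 1.04, 77 cells) in middle-aged and 0.295% (0.225 to 0.3797, 60 cells) in old mice. The aNSPC-like cells made up 1.48% (1.17 to 1.83, 80 cells) in young, 0.325% (0.219 to 0.463, 30 cells) in middle-aged and 0.270% (0.204 to 0.352, 55 cells) in old mice. As the last 2 intervals overlap, a difference between middle-aged and old mice was not detectable for this class at this depth. The NB/IMN-like cells numbered 150 in young mice as well, and their share fell to 0.617% (0.468 to 0.799, 57 cells) in middle-aged and 0.216% (0.157 to 0.290, 44 cells) in old mice. Together these classes took 7.01% (6.34 to 7.72) of young, 1.78% (1.52 to 2.07) of middle-aged and 0.782% (0.665 to 0.913) of old DG resident cells. In old library 1 the sum was 0.897% (0.734 to 1.09) and in old library 2, from the same animals, 0.629% (0.474 to 0.818). The old over young ratio of the sum was 0.112 (0.0930 to 0.134), and the alternative that moved it most was old library 2 alone, with 0.0898. The astrocyte-like share was 24.3% in young, 21.5% in middle-aged and 18.3% in old mice, and the granule cell-like share was 28.2%, 9.05% and 18.4%. A share depends on what else was recovered. With microglia-like and granule cell-like cells left out of the total, the old over young ratio of the astrocyte-like share was 1.00 in place of 0.756 and the middle-age over young ratio was 1.04 in place of 0.886. The paper says that such proportions may be used to reflect relative changes in composition, names differences in dissociation as a limit, and reasons that they serve as the starting point for measurements in tissue.

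**Figure D1:**
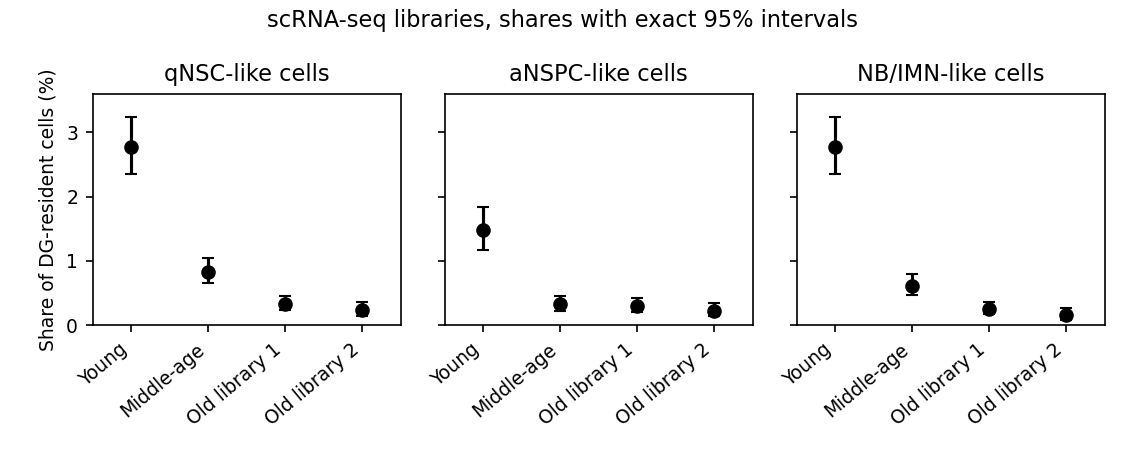
Share of DG resident cells, in percent, that were qNSC-like, aNSPC-like and NB/IMN-like, 1 panel per class, for the young, middle-age and old libraries, with old libraries 1 and 2 apart. Points are shares and bars are exact 95% intervals from counting error only. In each panel the young library lies above the others, and the 2 old libraries overlap in their intervals.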

Despite the proportional difference, all DG resident populations partitioned into distinct uniform manifold approximation and projection (UMAP) spaces after re-clustering according to individual ages and displayed conserved transcriptional structure (Extended Data Fig. 1c,d). 

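Cells of each library were called female by UMIs of Xist and male by UMIs of Ddx3y, Eif2s3y, Kdm5d or Uty. Neither was found in 13.2% of young, 20.7% of middle-aged and 20.9% of old DG resident cells, and both in 2.32%, 3.29% and 2.48%, so these cells were left out. Over all ages 18131 cells were called female and 9063 male. Microglia-like cells made up 47.1% (95% interval 46.3 to 47.8) of female and 53.5% (52.5 to 54.6) of male cells, and granule cell-like cells 21.1% (20.5 to 21.7) and 17.4% (16.6 to 18.2). The neurogenic classes together made up 2.43% (2.21 to 2.66) of female and 1.71% (1.45 to 2.00) of male cells. By age, these classes took 7.97% of female and 5.91% of male cells in young mice, 1.86% and 1.87% in middle-aged mice, and 0.995% (0.813 to 1.20) and 0.467% (0.300 to 0.695) in old mice. In old mice 33 female and 3 male cells were NB/IMN-like. Female and male cells of a pool come from different animals, so differences between animals are part of each comparison.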

Sex only mildly influenced the relative frequency of sequenced cell populations while the transcriptional structure remained conserved (Extended Data Fig. 1e–g). Proportional changes of distinct cell populations may be used to reflect relative changes in cellular compositions (even though absolute sequenced cell numbers cannot be used to draw conclusions regarding the composition of the tissue given differences in dissociation properties). However, such interpretation may be affected by differential dissociation efficiencies in different tissue and cell types. Thus, we used proportional changes in this study only as the starting point for further tissue validation using immunohistochemistry. To this end, we performed tissue validation of several cell types, including all three neurogenic populations and microglia. These histological results were consistent with scRNA-seq data. Robustness of annotation was further confirmed by high homology with previously obtained perinatal, juvenile and adult hippocampal scRNA-seq data^34^ (Extended Data Fig. 1h).

**Fig. 1:**
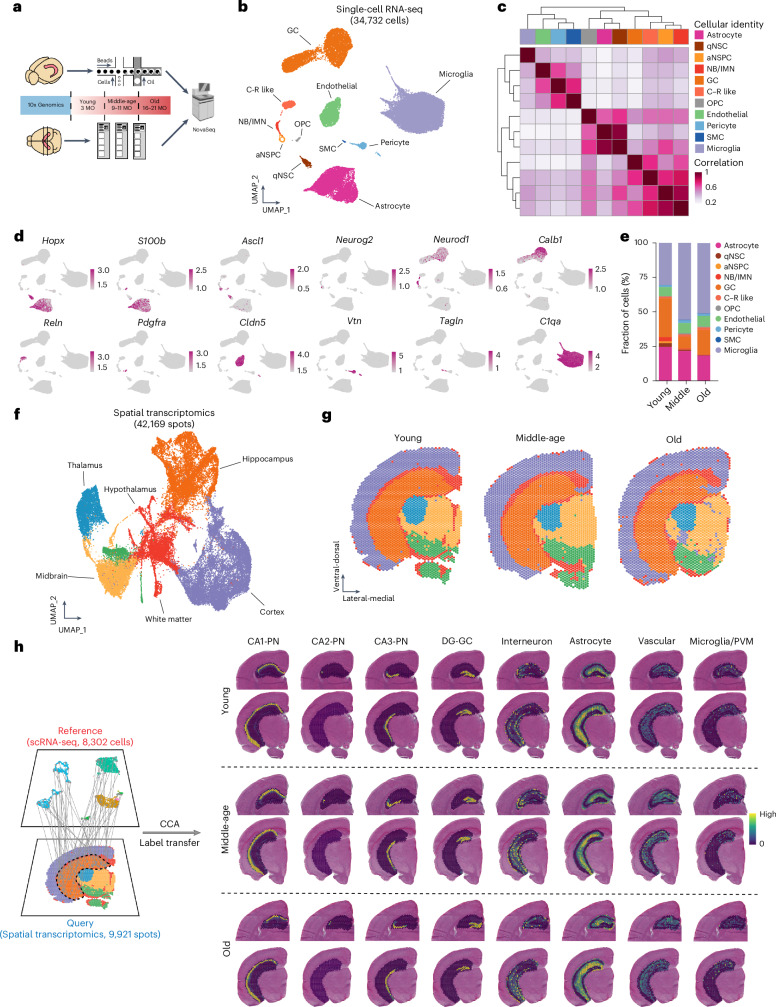
Multimodal transcriptomics of the mouse hippocampal neurogenic niche during aging. **a**, Schematic illustration summarizing experimental design of the multimodal transcriptional atlas of mouse hippocampal neurogenic niche. **b**, UMAP visualization of all DG resident cells in the scRNA-seq dataset. **c**, Hierarchical clustering of all DG resident cells showing distinct transcriptional profiles among all 11 cell types. **d**, Feature plots of selected genes showing cell-type-specific expression profiles of all DG resident cells. Color gradient indicates the log-normalized gene expression level. **e**, Relative proportions of all cell populations in the mouse DG. **f**, UMAP visualization of all spots of the whole mouse brain in the ST dataset. **g**, Spatial projection of all spots into each age. **h**, Spatial mapping of annotated hippocampal cell populations from the Yao et al.^35^ dataset to the current ST dataset using the Seurat CCA tool. Computed enrichment score of each cell type (color gradient) to hippocampus shown over the H&E images. CCA, canonical correlation analysis; C–R, Cajal–Retzius; MO, months old; OPC, oligodendrocyte precursor cell; PN, pyramidal neuron; SMC, smooth muscle cell. Source data

In parallel, we obtained spatial transcriptomes throughout the adult lifespan using cage littermates of the scRNA-seq experiment (Fig. 1a and Supplementary Fig. 2). For all timepoints, 16 slides of 24 coronal sections were acquired, yielding 42,169 spots (Fig. 1f). 

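Sections were placed on 16 Visium capture areas, 4 of young, 4 of middle-aged and 8 of old mice, whose spots carry barcoded probes for polyadenylated RNA. The paper gives 4 mice per age, so the 8 old areas must share mice, and areas of the other ages can. The spread between areas understates that between animals. Deposited values are the UMIs that Space Ranger counted per gene and spot, not normalized. Young areas held 53002051 to 91300054 UMIs (median 70414089), middle-age areas 44360967 to 63077787 (median 58626520) and old areas 34002419 to 64794278 (median 50654202). The median per spot ranged from 19618 to 27253 UMIs in young, from 15320 to 22338 in middle-age and from 12658 to 21775 in old areas. Of 43134 spots, 43050 had at least 500 genes and were clustered on their expression alone. Positions of spots in the sections were not used here, so neighbouring spots and distances were not analysed. Single values per area were compared between ages with exact permutation tests, two-sided, over every arrangement of the areas. The smallest p is 0.00202 for 8 old against 4 young or 4 middle-age areas and 0.0286 for 4 against 4. With mice as the unit, 4 against 4, no p of these tests could be under 0.0286. There were 15 such tests (5 measures in 3 comparisons), and Benjamini-Hochberg values over these 15 stand beside the raw p.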

Similar to scRNA-seq analyses within the DG, we identified six major clusters upon unsupervised clustering that were highly correlated to their anatomical identities by manual annotation (for example, cortex, hippocampus, midbrain, thalamus, hypothalamus and white matter) and displayed featured gene expression patterns conserved across all ages (Fig. 1g and Extended Data Fig. 2a–c). 

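Clusters of spots were named by the region whose marker genes had the highest score. The granule cell layer held 9.45% ± 4.11 (SD, n = 4 areas) of the spots of young, 6.92% ± 1.94 (n = 4) of middle-age and 5.84% ± 2.04 (n = 8) of old areas. The SD between young areas thus exceeded the largest gap between the means of 2 ages. For the layer of CA1 the mean share was 6.36% in young, 6.78% in middle-age and 4.92% in old areas, for that of CA2 and CA3 1.959%, 2.65% and 3.34%, and for the hippocampal neuropil 4.09% ± 4.42, 6.14% ± 3.31 and 9.23% ± 2.94 (SD). Cortex took 32.4%, 35.0% and 34.8%. These shares were not tested. The hippocampal clusters together held 9707 spots, of which 3037 belonged to the granule cell layer.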

Focusing on the hippocampus, spatial transcriptomes captured cell-type-specific expression patterns of hippocampal subregions and could even distinguish between different highly similar cornu ammonis (CA) regions—for example, CA1 and CA2—in all three ages when aligned with previously obtained data (Fig. 1h and Extended Data Fig. 2d)^35^. We also performed cell type mapping using the Tangram algorithm^36^ to characterize the spatial distribution of dentate cell types within the DG (Extended Data Fig. 2e). Thus, the global transcriptional architecture of the DG and the regional identity of the mouse brain is maintained into old age, allowing for the in-depth analyses of differentially expressed genes (DEGs) with advancing age.

### Neurogenic identities are preserved across the adult lifespan

Neurogenic lineages can be resolved into qNSCs, aNSPCs and NB/IMNs (Fig. 2a). Their abundance decreased with advancing age based on relative sequencing frequencies, a finding that was confirmed with histological analyses (Fig. 2b and Extended Data Fig. 3a–g) and spatial transcriptomics (ST) by the measurement of *Igfbpl1*, a neuroblast-specific gene (Extended Data Fig. 3h)^34^. qNSCs can be distinguished from aNSPCs based on the upregulation of astrocytic/stem cell markers (for example, *Gfap* and *Aldoc*) and the lack of cell cycle activity and neuronal specification (for example, *Stmn2* and *Calb2*) (Fig. 2c). 

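Igfbpl1 (ENSMUSG00000035551) lies on chromosome 4 from 45822340 to 45839795 in the NCBIM37 reference, whose coordinates need not be those of the build behind the files. In the granule cell layer spots, it reached 9.97 ± 3.37 CPM (SD, n = 4 areas) in young, 0.587 ± 0.469 (n = 4) in middle-age and 0.544 ± 0.449 (n = 8) in old areas, computed on the UMIs summed per area. This rests on 53 to 101 UMIs per young area and on 0 to 6 UMIs per middle-age or old area. Old areas lay 9.43 CPM lower than young areas, a difference of -9.43 (exact permutation test, p = 0.00202, the smallest possible, adjusted p = 0.0152), with every old area below every young area. Middle-age areas differed from young areas by -9.38 (exact permutation test, p = 0.0286, also the smallest possible, adjusted p = 0.0612), and with a middle-age area left out that p was up to 0.0571. Between old and middle-age areas the difference was -0.0432 (exact permutation test, p = 0.873), which is not detectable at such counts, and its sign changed with single areas left out (-0.239 to 0.137). The gene was also past the threshold in the edgeR fit over all genes, with a log2 fold change of -3.95 (standard error 0.3797, adjusted p = 2.49e-06) for old against young and of -3.85 (standard error 0.439, adjusted p = 4.95e-05) for middle-age against young. As old areas share mice and other areas can, these p-values assume more independent animals than there were.

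**Figure D2:**
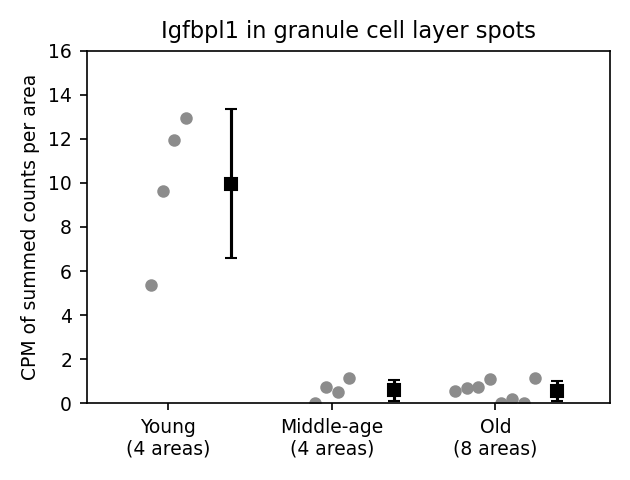
Igfbpl1 CPM in the granule cell layer spots of each capture area, by age. Grey points are areas, and black squares with bars are means with SD (n = 4, 4 and 8 areas). Every young area lies above every middle-age and old area.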

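In the scRNA-seq, with cells of all ages summed, Gfap had 704 UMIs in qNSC-like and 34 UMIs in aNSPC-like cells, a ratio of CPM of 19.2 (95% interval 13.6 to 28.0). Aldoc had 4047 CPM in qNSC-like and 48.3 CPM in aNSPC-like cells, a ratio of 83.8 (67.4 to 106), which was 48.6 when no doublets were removed. Stmn2 was at 12.2 CPM (7.64 to 18.4) in qNSC-like, 21.5 CPM (15.0 to 29.7) in aNSPC-like and 913 CPM (865 to 963) in NB/IMN-like cells. Calb2 was at 3.32 CPM (1.22 to 7.23), 15.5 CPM (10.1 to 22.7) and 951 CPM in the same classes. For Stmn2 and Calb2 the ratio of NB/IMN-like to aNSPC-like cells was thus 42.6 (30.6 to 61.0) and 61.4 (41.7 to 94.3), far above the difference between qNSC-like and aNSPC-like cells. These genes were not among the clustering features or the markers.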

Gene regulatory networks (GRNs) of transcription factors (TFs) consisting of TFs, their co-factors and downstream targets were shown to detect subtle molecular variations more accurately than individual genes^37,38^. Indeed, we confirmed our annotation using individual marker genes by their corresponding GRNs (Extended Data Fig. 3i). 

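Rfx4 fell from 115 CPM (95% interval 99.6 to 131) in qNSC-like to 18.5 CPM (12.6 to 26.2) in aNSPC-like and 2.00 CPM (0.412 to 5.83) in NB/IMN-like cells, from 207, 31 and 3 UMIs. Sox9 fell along the same classes from 735 CPM to 256 CPM and 45.9 CPM. Ybx1 was lower in qNSC-like than in aNSPC-like cells, with 505 CPM against 1569 CPM and a ratio of 0.322 (0.298 to 0.347). Neurod1 was 9.21 times (8.00 to 10.6) and Sema5a 11.5 times (5.82 to 26.0) as high in NB/IMN-like as in aNSPC-like cells, the latter resting on 93 and 9 UMIs.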

Next, we constructed the lineage trajectory (pseudo-differentiation) of the entire neurogenic lineage and identified a molecular progression ordered from qNSCs to aNSPCs and NB/IMNs (Fig. 2d and Extended Data Fig. 3j) that correlated with gene expression programs associated with maintenance of quiescence and stemness (for example, *Rfx4* and *Sox9*), NSC activation (for example, *Ascl1* and *Ybx1*) and subsequent differentiation into neuronal progeny (for example, *Neurod1* and *Sema5a*) (Extended Data Fig. 3k). Lineage progression was confirmed by graph edges representing shared nearest neighboring (SNN) cells that demonstrated the uni-directional lineage transition from qNSCs to aNSPCs and NB/IMNs (Fig. 2e).

**Fig. 2:**
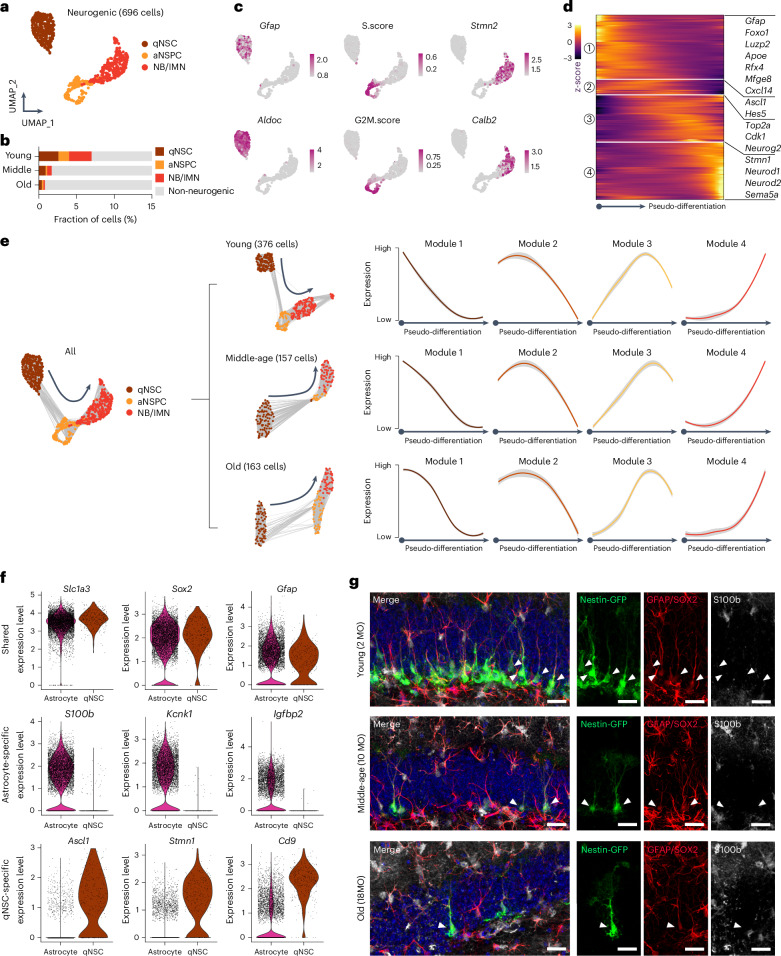
Neurogenic programs are preserved in the aging DG. **a**, UMAP visualization of the whole neurogenic lineages. **b**, Relative proportions of each neurogenic cell type in the mouse DG. **c**, Expression of cell-type-specific genes. Color gradient indicates the log-normalized gene expression level. **d**, Heatmap shows gene expression dynamics of neurogenic lineage progression across pseudotime. Numbers in circle indicate gene modules. Color gradient indicates the z-score of gene expression. **e**, SNN graphs of the whole neurogenic populations (left) and the individual age (right) showing that the uni-directional neurogenic trajectory is preserved in advancing ages as well as the temporal expression patterns of individual pseudotime modules. **f**, Violin plots showing three classes of DEGs between astrocytes and qNSCs. Upper, shared genes include Slc1a3, Sox2 and Gfap; middle, astrocyte-specific genes include S100b, Kcnk1 and Igfbp2; lower, qNSC-specific genes include Ascl1, Stmn1 and Cd9. **g**, Immunofluorescent staining showing that most radial NSCs (GFAP^+^SOX2^+^) labeled by Nestin-GFP in the SGZ across all three ages do not overlap with astrocytic marker S100b (*n* = 3 mice for each condition). Arrowheads indicate the soma of qNSCs. Scale bars, 20 μm. MO, months old. Source data

qNSCs share several molecular markers with parenchymal astrocytes and have been assumed to undergo astrocytic transformation in the aging DG^39,40^. Thus, we analyzed if aging affects the molecular identity of qNSCs^41,42^. qNSCs and astrocytes occupied distinct UMAP spaces and displayed a robust number of DEGs (Extended Data Fig. 3l,m), indicative of distinct molecular profiles between these two populations. 

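Gfap had 460 CPM (95% interval 453 to 468) in astrocyte-like cells, so the ratio of qNSC-like to astrocyte-like cells was 0.847 (0.784 to 0.914). That ratio changed its direction under other settings, to 1.01 without doublet removal and to 1.00 with no genes left out of the clustering. For Sox2 the ratio was 1.17 (1.11 to 1.23), from 857 CPM in qNSC-like and 733 CPM in astrocyte-like cells. S100b was at 32.1 CPM (24.4 to 41.5) in qNSC-like and 529 CPM (521 to 537) in astrocyte-like cells, a ratio of 0.0607 (0.0461 to 0.0785). Igfbp2 gave 4 UMIs in qNSC-like cells, or 2.22 CPM (0.604 to 5.67), against 407 CPM in astrocyte-like cells, a ratio of 0.00544 (0.00148 to 0.0139). Stmn1 was 9.88 times (9.03 to 10.8) as high in qNSC-like as in astrocyte-like cells, where it had 42.5 CPM.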

We classified gene expression patterns between qNSCs and astrocytes into three classes: genes expressed by astrocytes and qNSCs (that is, *Gfap* and *Sox2*); astrocyte-specific genes (that is, *S100b* and *Igfbp2*); and qNSC-specific genes (that is, *Ascl1* and *Stmn1*) (Fig. 2f and Extended Data Fig. 3n). To examine whether qNSCs acquire astrocytic identity with advanced aging, we analyzed the expression of the Ca^2+^-binding protein S100b, chosen from the astrocyte-specific gene set, to perform immunofluorescent staining using two independent mouse lines to genetically target NSCs, Nestin-GFP and Gli1CreERT2::R26-LSL-tdTOM^43–45^. NSCs were identified as GFP-expressing or tdTOM-expressing cells located in the subgranular zone (SGZ) with a single radial process oriented toward the molecular layer (ML). Across all three ages, NSCs were positive for both GFAP and SOX2 with only very few cells expressing S100b (Fig. 2g and Extended Data Fig. 3o). Thus, our data show that qNSCs retain their neurogenic potential and distinct molecular profiles compared to parenchymal astrocytes (despite stable S100b expression levels, astrocytic transformation of NSCs with old age cannot be ruled out).

### Neurogenic aging is a lifelong and multi-step process

Adult neurogenesis is a multi-step process, consisting of the activation of qNSCs and differentiation of their fate-committed progeny^11,46^. We previously used intravital imaging to define age-dependent cellular alterations of hippocampal neurogenesis and found, in accordance with previous snapshot-based analyses^22,23^, deeper quiescence, a more frequent return to long-term quiescence and extended cell division length^47^. To identify molecular mechanisms of how aging affects distinct cell types of the neurogenic lineage (hereafter referred to as neurogenic aging), we performed pseudotime trajectory analysis of qNSCs and their fate-committed progeny. First, we selected the qNSC cluster from all analyzed timepoints and recalculated their pseudotime values to construct the qNSC-only trajectory (Fig. 3a–c). However, it is important to note that the unbiased isolation approach used here does not allow to distinguish long-term self-renewing versus more exhausting qNSC pools^23,45^. The qNSC trajectory displayed age-dependent differential distribution (Fig. 3d) and mirrored gene expression dynamics of the whole neurogenic trajectory (including qNSC, aNSPC and NB/IMN): astrocytic/progenitor genes (for example, *Mfge8* and *Luzp2*) were downregulated and cell cycle and neuronal genes (for example, *Ccnd2* and *Stmn2*) were upregulated along the qNSC trajectory (Fig. 3e). A molecular cascade of TFs underlying neurogenic activation was previously identified, showing that a list of TFs for the maintenance of quiescence is highly expressed in qNSCs, whereas another list of TFs for activation and neurogenesis is upregulated in aNSPCs^48^. Indeed, we first curated and mapped these two lists of TFs onto the qNSC trajectory to validate that the expression of TFs upregulated and downregulated upon qNSC activation increased and decreased along the qNSC trajectory, respectively (Extended Data Fig. 4a). Then, we further found that the qNSC trajectory across the lifespan validated the expression dynamics of this molecular cascade where qNSCs from advancing ages remained in deeper quiescence compared to younger qNSCs (Fig. 3d,f). Thus, we refer to the qNSC trajectory as the pseudo-activation trajectory. This result was further supported by a random forest regression model in which we took the whole neurogenic lineage as the training dataset to query the qNSC population and found a clear difference between young and aged qNSCs in terms of their differentiation state (Fig. 3g–i). Thus, our findings identify molecular changes in aging qNSCs that may underlie previously characterized functional alterations of qNSC behavior^47^.

**Fig. 3:**
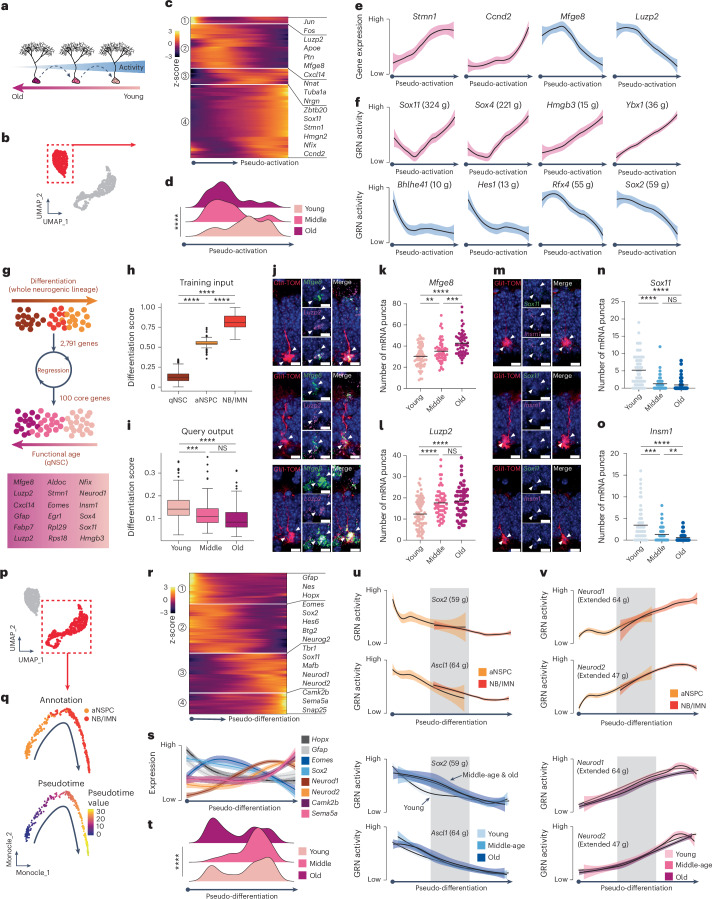
Neurogenic lineages undergo functional aging with biological aging. **a**, Working hypothesis of biological aging of qNSCs associated with functional aging. **b**, Selection of qNSCs from the whole neurogenic lineages. **c**, Heatmap shows gene expression dynamics of qNSCs across pseudotime. Numbers in circle indicate gene modules. Color gradient indicates the z-score of gene expression. **d**, Pseudotemporal ordering of qNSCs showing differential distribution along the pseudotemporal axis (one-way ANOVA, ****P < 0.0001). **e**, Pseudotemporal ordering of selected gene expression (Stmn1, Ccnd2, Mfge8 and Luzp2) related to neurogenic activation. Shading indicates 95% confidence interval. **f**, Pseudotemporal ordering of selected GRN activity from the Shin et al.^47^ TF list related to neurogenic activation (upper, upregulation: Sox11, Sox4, Hmgb3 and Ybx1; lower, downregulation: Bhlhe41, Hes1, Rfx4 and Sox2). Shading indicates 95% confidence interval. **g**–**i**, A random forest regression model was trained to predict the differentiated state of qNSCs from different ages. **g**, A core of 100 genes was identified in terms of neurogenic lineage progression state. **h**, Differentiation score of the whole neurogenic lineages as the training input (qNSC: 0.1308 ± 0.0042; aNSPC: 0.5490 ± 0.0049; NB/IMN: 0.8199 ± 0.0057; two-tailed unpaired *t*-test with Welch’s correction, ****P < 0.0001 between qNSC and aNSPC, ****P < 0.0001 between aNSPC and NB/IMN, ****P < 0.0001 between qNSC and NB/IMN). **i**, Differentiation score of qNSC as the query output (young: 0.1540 ± 0.0051; middle-age: 0.1235 ± 0.0072; old: 0.1044 ± 0.0079; two-tailed unpaired *t*-test with Welch’s correction, ***P = 0.0007 between young and middle-age, NS *P* = 0.0757 between middle-age and old, ****P < 0.0001 between young and old). Box plots depict the median and interquartile range, with whiskers indicating minimum and maximum values. **j**–**o**, In situ hybridization of candidate genes verifies the NAS. **j**, Representative images of RNAscope probes Mfge8 and Luzp2 together with labeling of radial NSCs by Gli1-CreERT2::tdTOM mouse line. **k**, Quantification of the number of Mfge8 puncta in radial NSCs (young: 30 ± 1 puncta; middle-age: 35 ± 1 puncta; old: 43 ± 1 puncta; two-tailed unpaired *t*-test with Welch’s correction, **P = 0.0089 between young and middle-age, ***P = 0.0003 between middle-age and old, ****P < 0.0001 between young and old). **l**, Quantification of the number of Luzp2 puncta in radial NSCs (young: 12 ± 1 puncta; middle-age: 18 ± 1 puncta; old: 18 ± 1 puncta; two-tailed unpaired *t*-test with Welch’s correction, ****P < 0.0001 between young and middle-age, NS *P* = 0.5875 between middle-age and old, ****P < 0.0001 between young and old). **m**, Representative images of RNAscope probes Sox11 and Insm1 together with labeling of radial NSCs by Gli1-CreERT2::tdTOM mouse line. **n**, Quantification of the number of Sox11 puncta in radial NSCs (young: 5 ± 1 puncta; middle-age: 1 ± 0 puncta; old: 1 ± 0 puncta; two-tailed unpaired *t*-test with Welch’s correction, ****P < 0.0001 between young and middle-age, NS *P* = 0.3867 between middle-age and old, ****P < 0.0001 between young and old). **o**, Quantification of the number of Insm1 puncta in radial NSCs (young: 3 ± 0 puncta; middle-age: 1 ± 0 puncta; old: 1 ± 0 puncta; two-tailed unpaired *t*-test with Welch’s correction, ***P = 0.0002 between young and middle-age, **P = 0.0088 between middle-age and old, ****P < 0.0001 between young and old). **p**, Selection of aNSPCs and NB/IMNs (fate-committed populations). **q**, Upper, visualization of monocle trajectories of the neuronal fate-committed populations; lower, projection of pseudotime value in the UMAP space. **r**, Heatmap shows gene expression dynamics of fate-committed populations across pseudotime. Numbers in circle indicate gene modules. Color gradient indicates the z-score of gene expression. **s**, Gene expression dynamics along pseudotemporal trajectory of selective genes representing putative active radial NSC (Hopx and Gfap), IPC (Eomes and Sox2), NB (Neurod1 and Neurod2) and IMN (Camk2b and Sema5a) stages. Shading indicates 95% confidence interval. **t**, Pseudotemporal ordering of fate-committed populations showing differential distribution along the pseudotemporal axis (one-way ANOVA, ****P < 0.0001). **u**,**v**, Projection of GRN activity in the pseudotemporal trajectory of selective TFs. Gray bar indicates putative transition zone between aNSPC and NB/IMN. **u**, GRN activity of Sox2 and Ascl1 along the pseudotemporal trajectory. Upper, visualization by the transition from aNSPC to NB/IMN; lower, visualization by individual ages. **v**, GRN activity of Neurod1 and Neurod2 along the pseudotemporal trajectory. Upper, visualization by the transition from aNSPC to NB/IMN; lower, visualization by individual ages. Shading indicates 95% confidence interval. Max, maximum; NS, not significant. All data are presented as mean ± s.e.m. Scale bars, 5 μm. Source data

One major limitation of pseudotime-based trajectory analyses is that they do not necessarily report the same changes that would be observed with real-time progression^49^. To overcome this, we constructed the real-time gene expression trajectory (Methods) to examine the intersection between real-time and pseudotime trajectories (Extended Data Fig. 4b). In brief, we first used soft clustering to identify the temporal trajectory of gene expression signatures ordered along biological ages (for example, from young to middle-age and old; Supplementary Table 3). This clustering approach allows any data point to have more than one cluster label, offering the flexibility for the nuanced representation of imprecise data^50^. We then intersected gene modules ordered in real-time series with gene modules identified using the Monocle algorithm. Indeed, the real-time upregulation trajectory largely overlapped with the qNSC-enriched pseudotime module (module 1), whereas the real-time downregulation trajectory largely overlapped with fate-committed population-enriched pseudotime modules (modules 3 and 4) (Extended Data Fig. 4b). These data further suggest that qNSCs undergo molecular changes with advancing age in terms of their activation and differentiation states, identifying pathways that may be targeted in future experiments to ameliorate age-dependent changes of qNSCs.

Gene sets that detect the quiescent state of NSCs at different ages are currently missing. Thus, we generated a gene signature, hereafter referred to as Neurogenic Aging Signature (NAS), by selecting genes overlapping between the real-time and pseudotime modules to reflect both real-time and pseudotime changes in qNSCs (Extended Data Fig. 4c,d and Methods). 

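The NAS lists in Supplementary Table 3 were matched to the files by symbol, with 351 of 354 upregulation genes (NAS-Up) and 644 of 647 downregulation genes (NAS-Down) found. In qNSC-like cells, UMIs were summed per age, 1 was added to each CPM and the median log2 ratio of a list was compared with 10000 random lists of the same size and expression. The authors chose the lists on these same libraries, so the values are not independent evidence. From young to old mice the median log2 ratio was 0.46 for NAS-Up, with 321 genes higher in old mice, above all random lists (95% of these between -0.10 and 0.01). For NAS-Down it was -0.75, with 45 genes higher in old mice, below all random lists. The middle-age over young medians were 0.25 and -0.27, and the old over middle-age medians were 0.18 and -0.23. Among the settings tried, the largest move was that of the old over young median of NAS-Down to -0.38 with 10 in place of 1 added to each CPM, and its old over middle-age median shrank to -0.03 with cells thinned to 2000 UMIs. As a description per cell, the mean module score of NAS-Up was 0.383 (SD over cells 0.0950, 150 cells) in young, 0.450 (SD 0.0929, 77 cells) in middle-aged and 0.49 (SD 0.106, 60 cells) in old mice. The NAS-Down score was 0.0808 (SD 0.0455), 0.0439 (SD 0.0468) and 0.0169 (SD 0.0318) in the same cells. Astrocyte-like cells had NAS-Up scores of 0.610, 0.603 and 0.611.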

We found that qNSCs from different ages could indeed be ordered by both upregulation and downregulation signatures, suggesting that qNSCs undergo constant age-dependent molecular changes (Extended Data Fig. 4e,f). Interestingly, the proportion of TFs was higher in the downregulation signature compared to the upregulation signature, indicating that reduced ability of activation might represent a key property of neurogenic aging (Extended Data Fig. 4g)^14,51^. Moreover, using ST, we noticed that the NAS upregulation signature was constitutively expressed in the ML, whereas the NAS downregulation signature was constitutively expressed in the neuronal layer of hippocampus, in line with their functional annotation that the upregulation and downregulation signatures are mostly related to glia-related and neuronal-related functions (Extended Data Fig. 4f,h). These results were in line with their functional annotation that the upregulation and downregulation signatures largely overlapped with astrocyte-enriched and qNSC-enriched genes, respectively. 

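The NAS lists were also compared between layers in the spatial data, as the mean over list genes of log2(CPM + 1) of the UMIs summed per area. The NAS-Up mean was 4.90 ± 0.0773 (SD, n = 16 areas) in the spots named hippocampal neuropil and 4.76 ± 0.0649 in the granule cell layer. The neuropil spots were named by marker genes, their cluster was led by haemoglobin genes, and whether they hold the molecular layer was not tested. The difference within areas was 0.140 ± 0.0977 and positive in 15 of 16 areas (exact permutation test of signs over 65536 arrangements, two-sided, p = 0.000366). For NAS-Down the means were 4.52 ± 0.0826 and 4.97 ± 0.0506. The neuropil was lower in 16 of 16 areas, with a difference of -0.447 ± 0.0898 (exact permutation test of signs, p = 3.1e-05, the smallest that 16 areas allow). Both tests were chosen after the data had been looked at, and areas that share a mouse count as separate.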

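Over cells of all ages, the NAS-Up genes had a median log2 ratio of -0.38 in qNSC-like over astrocyte-like cells, with 116 of 351 genes higher in qNSC-like cells. All random lists of matched expression gave larger values, 95% of them between 0.15 and 0.29. The NAS-Down genes had a median of 0.58, with 524 of 644 genes higher in qNSC-like cells, above all random lists. Young mice gave 150 of 287 qNSC-like but 1316 of 7032 astrocyte-like cells. As both lists change with age in qNSC-like cells, this mix of ages can weigh on both medians, and values per age are not given.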

We further confirmed it by dissecting astrocyte-enriched and qNSC-enriched genes (Extended Data Fig. 3m) that largely overlapped with the upregulation and downregulation signatures, respectively, and showed age-dependent expression changes (Extended Data Fig. 4i,j). Our results highlight that qNSCs enhance their molecular features of the glial identity, whereas their gene expression features related to neuronal differentiation decrease with age.

We validated the NAS using RNA in situ hybridization in Gli1CreERT2::R26-LSL-tdTOM mice targeting qNSCs. We analyzed the expression of *Mfge8* and *Luzp2* from the NAS upregulation signature and *Sox11* and *Insm1* from the NAS downregulation signature and verified their age-dependent regulation of expression (Fig. 3j–o). Furthermore, we tested the NAS using a published dataset that comprises three early developmental stages—perinatal (embryonic (E) day 16.5 to postnatal (P) day 5), juvenile (P18–P23) and young adult (4 MO)^34^—and found that, even at earlier ages, qNSCs showed similar age-dependent relative changes in the NAS value, further demonstrating that hippocampal NSCs undergo continuous changes from early development to adulthood to old age^34^ (Extended Data Fig. 4k,l). Indeed, qNSCs could still be identified in the 2-year-old mouse DG but with very limited neurogenic output (Extended Data Fig. 4m,n). Our findings provide insights into the age-dependent decrease of hippocampal neurogenesis that appear to be mainly driven by a constant decrease in gene expression profiles required for qNSC activation.

After cell cycle entry, neurogenic cells undergo fate commitment and eventually give rise to granule cells (GCs). We and others previously revealed that aging strongly affects the differentiation and maturation of neuronal progeny, but little is known about the effects of aging on molecular mechanisms regulating neural differentiation^47,52^. We analyzed the molecular programs regulating neural differentiation of fate-committed neural progeny (Fig. 3p) and re-clustered aNSPCs and NB/IMNs after regressing out cell cycle genes to remove the influence of cell cycle state on cell differentiation. Cells were ordered into a single trajectory (Fig. 3q,r), in which gene modules related to radial NSC identity (module 1—for example, *Gfap* and *Hopx*), intermediate progenitor cell (IPC) identity (module 2—for example, *Eomes* and *Sox2*), neuronal specification (module 3—for example, *Neurod1* and *Neurod2*) and maturation (module 4—for example, *Camk2b* and *Sema5a*) were sequentially expressed, reflecting putative stages of active NSCs and IPCs (collectively termed aNSPCs) as well as neuroblasts and immature neurons (collectively termed NB/IMNs) (Fig. 3s). Notably, different ages showed differential distribution along the pseudotime axis, correlating with the transition from a progenitor state (module 2) to a neuronal state (module 3) (Fig. 3t). Neuronal differentiation requires the orchestration of TF regulatory networks to transition from progenitor/glial to neuronal cell fate^53^. We speculated that the TF regulatory networks for the transition from progenitor state (module 2) to neuronal identity (module 3) could be altered with advancing age. Thus, we constructed GRNs of TFs and investigated their dynamics along a pseudotime trajectory. In total, we constructed GRNs of 37 TFs among all 112 TFs in modules 2 and 3 (Extended Data Fig. 5a and Supplementary Table 4). Interestingly, select TFs in module 2 (for example, *Sox2* and *Hes6*) displayed a lag of downregulation in aged lineages, whereas many other TFs of module 2 shared similar temporal dynamics (for example, *Neurod1* and *Neurod2*) (Fig. 3u,v and Extended Data Fig. 5b,c). This finding was confirmed using protein expression analyses of newborn neuronal progeny (DCX^+^NEUROD1^+^) co-stained with SOX2 where we found that the fraction of SOX2^+^ newborn neuronal progeny strongly increased with age (Extended Data Fig. 5d,e). Thus, our results identify altered progression from the progenitor state to a committed neuronal, GC identity in the aged hippocampus (Extended Data Fig. 5f).

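Expression of these factors was compared between old and young mice within each class, with intervals that leave out the spread between cells. Sox2 was at 604 CPM (95% interval 556 to 654) in young and 454 CPM in old aNSPC-like cells, a ratio of 0.752 (0.633 to 0.890). In NB/IMN-like cells its ratio was 1.16 (0.811 to 1.63), which includes no change, and was 0.728 with old library 2 alone. The Hes6 ratio was 0.958 (0.747 to 1.22) in aNSPC-like cells, or 0.632 with old library 2 alone, and 1.21 (0.770 to 1.86) in NB/IMN-like cells. Neurod1 fell in aNSPC-like cells from 159 CPM to 32.8 CPM, or from 155 to 13 UMIs, a ratio of 0.206 (0.107 to 0.363), which was 0.385 when no doublets were removed, 0.112 with old library 1 alone and 0.328 with old library 2 alone. In NB/IMN-like cells Neurod1 had a ratio of 0.922 (0.799 to 1.06). Neurod2 gave 8 UMIs in young and 6 in old aNSPC-like cells, a ratio of 1.84 (0.527 to 6.06), or 0.705 with old library 2 alone and 0.944 when no doublets were removed, and had a ratio of 1.08 (0.772 to 1.49) in NB/IMN-like cells. Among aNSPC-like and NB/IMN-like cells together, the NB/IMN-like share was 65.2% (58.7 to 71.4) in young, 65.5% (54.6 to 75.4) in middle-aged and 44.4% (34.5 to 54.8) in old mice. Dynamics along pseudotime and regulatory networks were not analysed here.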

Together, our data reveal that aging impairs the activation of qNSCs, as suggested previously in the DG of younger mice^22,23^, but also affects lineage progression of fate-committed neural progeny. Age-dependent molecular alterations affect the entire neurogenic lineage, from qNSCs to immature neurons, that are detectable at middle-age but become more pronounced in the aged DG.

### Age-dependent changes of the neurogenic niche in the DG

The DG stem cell niche provides a permissive environment allowing to respond to stimuli causing the activation of qNSCs and subsequent maturation of their neuronal progeny^54,55^; however, little is known about molecular alterations of the hippocampal niche during aging^11,55^. Thus, we characterized the expression profiles of main hippocampal niche populations—astrocytes, vasculature and microglia—that have been reported to play critical roles not only in the regulation of neurogenesis but also in various neurodegenerative diseases^11,56–59^.

We observed two molecularly distinct subpopulations of astrocytes, hereafter referred to as Astro 1 and Astro 2 (Fig. 4a–c and Extended Data Fig. 4). All astrocytes highly expressed pan-astrocytic markers (for example, *Gfap*, *S100b* and *Hopx*) (Figs. 1d and 4c). 

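Clustering of the astrocyte-like cells alone gave a larger cluster of 4447 cells and a second of 2294 cells, besides smaller ones. Kcnk1 was at 625 CPM (95% interval 615 to 636) in the larger and 220.4 CPM (211 to 230) in the second cluster, and Thrsp at 1248 CPM and 464 CPM. Sparc had 70.6 CPM in the larger and 1072 CPM in the second cluster, and Nnat 122 CPM and 1114 CPM. Gfap (516 CPM and 318 CPM), S100b (539 CPM and 472 CPM) and Hopx (1149 CPM and 985 CPM) differed less between the clusters.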

Astrocyte subpopulations expressed distinct sets of genes (for example, Astro 1: *Kcnk1* and *Thrsp*; Astro 2: *Sparc* and *Nnat*) (Fig. 4c). 

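The larger astrocyte-like cluster, with more Kcnk1 and Thrsp, held 69.9% (95% interval 67.4 to 72.4) of young, 54.8% (52.6 to 57.0) of middle-aged and 65.4% (63.8 to 66.9) of old astrocyte-like cells. For the second cluster, with more Sparc and Nnat, the shares were 24.9% (22.6 to 27.4), 41.6% (39.4 to 43.8) and 30.6% (29.1 to 32.1). The change at middle age exceeds counting error, and with 1 pool per age it cannot be set against a spread between animals. The remaining cells fell into smaller clusters.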

The relative proportion of the two astrocyte subpopulations, with most representing Astro 1, remained stable across the adult lifespan (Fig. 4b and Extended Data Fig. 6a). Notably, deconvoluted ST data revealed regional heterogeneity across astrocyte subpopulations: Astro 1 mainly distributed in the dorso-medial DG, whereas Astro 2 was enriched in the ventro-lateral DG (Extended Data Fig. 6b). Interestingly, this regional pattern mirrored two subtype-specific genes, *Kcnk1* of Astro 1 and *Nnat of* Astro 2, indicating potential differential functions across different hippocampal subregions. To validate our findings, we re-analyzed a previously published dataset profiling the mouse DG and were able to project Astro 1 and Astro 2 identities onto adult astrocytes that have been described using scRNA-seq^34^ (Extended Data Fig. 6c–f). Thus, astrocyte populations remain stable in the aging DG.

**Fig. 4:**
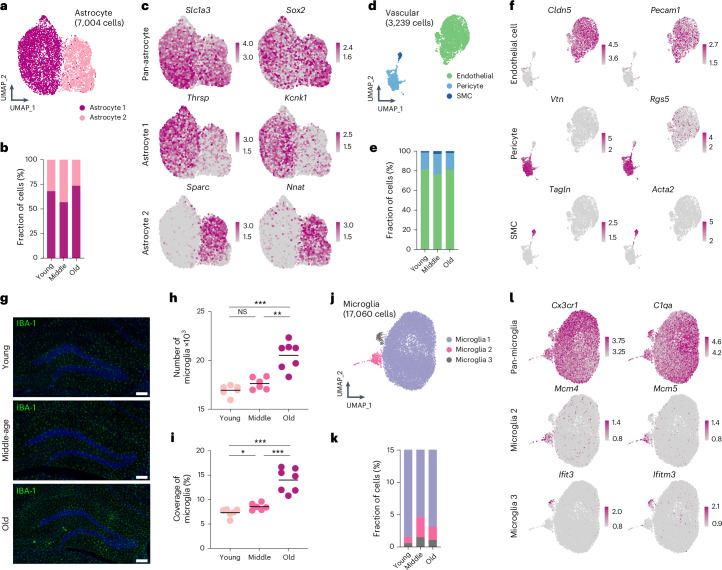
Age-dependent changes of main populations in the mouse DG. **a**, UMAP visualization of the heterogeneity of astrocytes. **b**, Composition of each astrocyte subpopulation in the mouse DG. **c**, Selected expression of subtype-specific genes of astrocytes. Color gradient indicates the log-normalized gene expression level. **d**, UMAP visualization of the entire vascular compartment. **e**, Composition of each cell type within the vascular compartment in the mouse DG. **f**, Selective expression of cell-type-specific genes of the vascular compartment. Color gradient indicates the log-normalized gene expression level. **g**, Representative images of IBA-1^+^ microglia in the DG of young (upper), middle-aged (middle) and old (lower) mice showing increased number and signal coverage with aging. **h**,**i**, Quantification of the number of IBA-1^+^ microglia (young: 16,940 ± 221.0 cells; middle-age: 17,636 ± 250.7 cells; old: 20516 ± 536.5 cells; two-tailed unpaired *t*-test with Welch’s correction, NS *P* = 0.0646 between young and middle-age, **P = 0.0011 between middle-age and old, ***P = 0.0003 between young and old) (**h**) and the coverage of IBA-1 signal in the DG (young: 7.317 ± 0.3516%; middle-age: 8.550 ± 0.2837%; old: 14.01 ± 0.9075%; two-tailed unpaired *t*-test with Welch’s correction, *P = 0.0220 between young and middle-age, ***P = 0.0006 between middle-age and old, ***P = 0.0001 between young and old) (**i**). **j**, UMAP visualization of the heterogeneity of microglia. **k**, Relative proportions of each subtype of microglia in the mouse DG. **l**, Selective expression of subtype-specific genes of different microglia subpopulations in the UMAP space. Color gradient indicates the log-normalized gene expression level. NS, not significant; SMC, smooth muscle cell. All data are presented as mean ± s.e.m. Scale bars, 100 μm. Source data

The vascular compartment comprises three main cell types—endothelial cells, pericytes and smooth muscle cells (together known as mural cells)—that are essential for the formation of the blood–brain barrier (BBB) in the central nervous system^60^. To examine their molecular profiles and abundances, we re-clustered the three vascular populations (Fig. 4d–f). The relative fraction of each cell type remained similar at each age, indicating a stable cellular composition of the vascular network throughout lifetime (Fig. 4e). 

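Of the vascular cells, endothelial-like cells made up 81.9% (95% interval 78.0 to 85.5) of 432 cells in young, 79.6% (76.7 to 82.3) of 837 in middle-aged and 84.0% (82.2 to 85.6) of 1871 in old mice. Pericyte-like cells made up 16.4% (13.1 to 20.3), 17.1% (14.6 to 19.8) and 13.9% (12.4 to 15.6). Smooth muscle-like cells made up 1.62% (0.654 to 3.31, 7 cells), 3.35% (2.23 to 4.80, 28 cells) and 2.08% (1.49 to 2.84, 39 cells). The old over young ratios of the 3 shares were 1.02 (0.976 to 1.08), 0.849 (0.667 to 1.08) and 1.29 (0.579 to 2.86), so no change was detectable at this depth.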

Previous work showed molecular zonation of vascular cells in the central nervous system, with cellular phenotypes gradually changing along an anatomical axis^59,61^. In line with these studies, we observed that both endothelial and mural cells displayed clear molecular zonation based on gene expression profiles fitting an anatomical axis (hereafter called pseudo-zonation), although the cellular diversity within each cell type of the whole vascular compartment was limited (Extended Data Fig. 6f,g).

Microglia are brain resident immune cells that are essential for the maintenance of neurogenic cells^62^. Notably, the proportion of microglia increased with advancing age as judged by relative sequencing frequency (Fig. 1e), which we confirmed by measuring the number and IBA-1 coverage in the aged DG using immunohistochemistry (Fig. 4g–i). 

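Microglia-like cells made up 31.1% (95% interval 29.9 to 32.4) of DG resident cells in young, 56.1% (55.1 to 57.2) in middle-aged and 50.9% (50.2 to 51.6) in old mice. The old libraries alone gave 52.1% (51.2 to 53.0) and 49.3% (48.2 to 50.3), a gap between libraries of the same animals that is larger than their intervals. The middle-age over young ratio was 1.80 and the old over young ratio 1.64.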

After re-clustering, we identified three subpopulations: Microglia 1, 2 and 3 (Fig. 4j). Unlike astrocytes or cells of the vasculature, microglial cells showed a selective enrichment of age-dependent subpopulations, with an increase in relative proportions of Microglia 2 and Microglia 3 (Fig. 4k). In addition to pan-microglia markers, such as *Cx3cr1* and *C1qa*, Microglia 2 preferentially expressed cell cycle genes (for example, *Mcm4* and *Mcm5*), and Microglia 3 showed an upregulation of genes related to various inflammatory responses (for example, *Ifit3* and *Ifitm3*) (Fig. 4l), representing putative proliferative and inflammatory subpopulations, respectively. 

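Within the microglia-like cells, a cluster led by cell cycle genes held 0.415% (95% interval 0.167 to 0.853, 7 of 1688 cells) in young, 2.31% (1.92 to 2.76, 120 of 5185 cells) in middle-aged and 1.29% (1.09 to 1.53, 134 of 10349 cells) in old mice. In old libraries 1 and 2 it held 1.04% (0.802 to 1.33) and 1.65% (1.29 to 2.07). A cluster led by interferon-response genes held 0.652% (0.326 to 1.16, 11 cells), 2.08% (1.71 to 2.51, 108 cells) and 1.54% (1.31 to 1.79, 159 cells). Both shares were lower in young mice than at either later age by more than counting error, and both were highest in the middle-age library. The clusters were named by marker genes other than those the paper shows.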

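Cx3cr1 was at 2564 CPM in the cycling, 3087 CPM in the interferon-response and 3259 CPM in the other microglia-like cells, and C1qa at 7910 CPM, 9442 CPM and 8581 CPM. Mcm4 reached 109 CPM (95% interval 96.0 to 123) in the cycling cells against 12.5 CPM (7.70 to 19.0) in the interferon-response and 11.8 CPM (11.1 to 12.5) in the other cells. Mcm5 reached 121 CPM (108 to 136), against 7.70 CPM and 5.78 CPM. Ifit3 was at 411 CPM (381 to 442) in the interferon-response, 14.5 CPM in the cycling and 2.81 CPM in the other cells. Ifitm3 was at 357 CPM (329 to 387), 101 CPM (88.4 to 115) and 10.4 CPM, so it was also raised in the cycling cells.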

We confirmed the age-dependent change in microglia subpopulations (that is, Microglia 2 and 3) by using immunofluorescent staining against the microglia markers IBA-1, Ki67 and STAT1 (Extended Data Fig. 6k–n), in line with previous work that analyzed alterations of microglia in the aging mouse brain^63^.

Although the cellular composition of astrocytes and cells of the vasculature remains relatively stable during aging, there is an increase in both the number and diversity of microglia in the aged DG. Given that microglia play a pivotal role in the immune surveillance during aging and degenerative diseases^64,65^, we further investigated the global cues of the entire DG niche and their relevance to neurogenic aging.

### Core Aging Signature in the aging DG

Next, we aimed to identify gene sets reporting age-dependent molecular changes of the entire niche. To this end, we employed two approaches to quantify differential gene expression profiles: pairwise comparisons (Extended Data Fig. 7) and real-time trajectories (Fig. 5). We first performed pairwise comparisons for each cell type between each age to calculate DEGs (Extended Data Fig. 7a). 

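With 1 pool of animals per age, genes were not tested between ages in the scRNA-seq. Instead, the genes with at least 100 CPM in the higher age and with the largest old over young ratios are given for classes of at least 300 cells per age, where both old libraries lay on the same side of young. In astrocyte-like cells the highest ratios were those of AC149090.1 (2.77, from 87.2 CPM to 242 CPM), Wls (2.22), Hes5 (2.06, from 179 CPM to 368 CPM), Gm11681 (2.05) and Cirbp (1.98). The lowest there were those of Tsc22d3 (0.331, from 236 CPM to 78.3 CPM), Lrrc8c (0.404), 9330159F19Rik (0.483), Klf9 (0.552) and Kcnn2 (0.558). Hes5 was among the leading genes of a Meis2-led cluster with 480 of 3729 old but 4 of 1316 young astrocyte-like cells. Its ratio without that cluster is not given, so the mix of cells can weigh on it. Granule cell-like cells had their highest ratios for AC149090.1 (2.42), A830036E02Rik (2.41), Cst3 (2.08), Ntng1 (1.65) and Srsf5 (1.61), but Cst3 was at 0.476% and 0.981% of its level in young and old microglia-like cells, as little as free RNA can give, so its ratio is not taken as a change in these cells. Their lowest ratios were those of Kdm7a (0.591), Tubb2b (0.601), Hspa5 (0.632, from 467 CPM to 295 CPM), Nrp1 (0.633) and Bhlhe22 (0.635).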

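In microglia-like cells Igkc was at least 484-fold higher in old than in young mice, taking 3 UMIs as the limit for the young library, where none was found, but 99.45% of its UMIs in old library 1 lay in a single cell. The next ratios were those of Upk1b (2.35, from 53.2 CPM to 125 CPM), Crlf2 (2.17, from 99.1 CPM to 215 CPM), Klk8 (1.74) and Gm10076 (1.60). The lowest were those of Hba-a1 (0.266) and Hbb-bs (0.339), which differed between the old libraries of the same animals (56.0 CPM and 0.220 CPM for Hba-a1, 168 CPM and 2.53 CPM for Hbb-bs), followed by Hspa1a (0.532), Apoe (0.544) and Dnaja1 (0.578), where Apoe was at 1.84% and 0.956% of its level in young and old astrocyte-like cells, close to the share of free RNA. In endothelial-like cells Gkn3 (5.62, from 31.7 CPM to 178 CPM), H2-Q7 (4.76, from 29.1 CPM to 138 CPM), Egr1 (3.25, at 2.77% and 9.27% of its level in young and old microglia-like cells), Cirbp (2.90) and Stmn2 (2.74) had the highest ratios. The lowest were those of Lcn2 (0.0113, from 499.9 CPM to 5.63 CPM), Ackr1 (0.0705, from 118 CPM to 8.34 CPM), Tmem252 (0.239), Hspa1b (0.266) and Hspa1a (0.319). The young value of Lcn2 came from 18 of 354 cells.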

In agreement with previous studies^66^, the number of DEGs between the neighboring timepoints was smaller than the number of DEGs across multiple timepoints (that is, young versus old) (Extended Data Fig. 7b), suggesting that gradual changes develop into significance across multiple timepoints. We observed similar results when we performed pairwise comparisons for the entire DG in the ST dataset (Extended Data Fig. 7c,d). Nevertheless, classical pairwise comparisons are inherently limited by several factors, such as number of cells sequenced and number of genes detected, that largely influence obtained *P* values (Extended Data Fig. 7a). Furthermore, pairwise comparisons are not able to fully capture dynamic changes of gene expression patterns over multiple timepoints^66^.

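UMIs of the granule cell layer spots were summed per area, giving 1396892 to 9875038 UMIs from 71 to 387 spots, and 12943 genes were tested in 1 edgeR quasi-likelihood fit of all 16 areas. At a Benjamini-Hochberg adjusted p under 0.05, 796 genes differed between old and young areas, of which 397 were higher and 399 lower in old areas. Between middle-age and young areas 186 genes differed (73 higher, 113 lower at middle age) and between old and middle-age areas 6 (5 higher, 1 lower in old). Without adjustment, 2842, 1980 and 1353 genes had a p under 0.05. DESeq2 called 786, 276 and 80 genes, of which 721, 182 and 4 were shared with edgeR. Areas with the same number resembled each other in gene expression, and a fit with that number as a block, in which old areas 5 to 8 have no partner, called 415 genes between old and young areas, 339 of them shared. By UMIs of Xist or Y-linked genes and spots of the midbrain cluster, the areas form 4 sets of 1 young, 1 middle-age and 2 old areas. An edgeR fit with these sets as a block, chosen after the values were seen, called 1072, 352 and 63 genes, of which 785, 186 and 6 were shared. Leaving out young area 1 gave 337 genes between old and young. The middle-age against young count was 71 without middle-age area 2, 111 without middle-age area 1 and 102 without middle-age area 4. The old against middle-age count was 1 without middle-age area 4, 40 without young area 1 and 14 without old area 5. With 4 of the 8 old areas at a time, the old against young count had a median of 226 (116 to 412), so the larger number for this comparison rests in part on the larger number of areas. As old areas share mice and other areas can, all of these counts assume more independent animals than there were. From smaller numbers of DEGs between neighbouring timepoints in cells, with similar results in the ST dataset, the paper proposes that gradual changes reach significance across several timepoints.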

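The largest rises from young to old granule cell layer spots, among genes with an average log2 CPM of at least 4 and no overlap between the areas of both ages, were those of Rbm3, C4b, Wnt9a, Mfsd4a and Unc5d. Rbm3 rose from 129 ± 23.7 CPM (SD, n = 4) to 337 ± 32.7 CPM (n = 8), a log2 fold change of 1.38 (standard error 0.115, adjusted p = 3.75e-07 from edgeR). C4b rose from 13.9 ± 4.59 CPM (n = 4) to 34.6 ± 4.22 CPM (n = 8), by a log2 fold change of 1.29 (standard error 0.153, adjusted p = 2.88e-05 from edgeR). The log2 fold changes of Wnt9a (1.29), Mfsd4a (1.24) and Unc5d (1.07) had adjusted p-values up to 4.55e-04. The largest falls were those of Pdia6 (-1.18), Hspa5 (-1.15), Calr (-0.93), Creld2 (-0.88) and Manf (-0.86), with adjusted p-values up to 2.30e-04. Hspa5 fell from 255 ± 73.4 CPM (n = 4) to 115 ± 6.99 CPM (n = 8, standard error of the log2 fold change 0.113, adjusted p = 2.49e-06 from edgeR). With each area left out in turn, these 10 genes stayed past the threshold. Wnt9a and Mfsd4a were not past it when all hippocampal spots were summed (log2 fold changes 0.54 and 0.50). From young to middle-age areas the largest rises were those of Wnt9a (1.22), Rbm3 (1.16), AC149090.1 (1.10), Gm5914 (0.98) and Pcdhb9 (0.91), and the largest falls those of Sdf2l1 (-1.21), Hspa5 (-1.13), Lrrc17 (-1.13), Pdia6 (-1.11) and Cldn5 (-0.96), all with adjusted p-values of at most 0.00927. Each kept its call with any area left out.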

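The genes called between old and middle-age areas were Nfkb2, C4b, Gfap, Rpl5, Meg3 and Ulk4, the last outside the rule by which genes were chosen and named here after its values were seen. Nfkb2 rose from 25.2 ± 3.90 CPM (SD, n = 4) to 51.6 ± 8.28 CPM (n = 8), a log2 fold change of 1.07 (standard error 0.119, adjusted p = 9.14e-05 from edgeR), and stayed past the threshold with each area left out. The log2 fold changes of C4b (1.02), Gfap (0.78) and Meg3 (-0.47) had an adjusted p of 0.00661 and those of Rpl5 (0.35) and Ulk4 (0.91) of 0.0390. Without middle-age area 4 the adjusted p of C4b, Gfap and Meg3 was 0.100 and that of Rpl5 0.117. C4b also lost its call without middle-age area 3 (0.0532) and Gfap without middle-age area 1 (0.0522). Of 53 tested genes that the paper names, apart from Igfbpl1, 7 were past the threshold between old and young, 4 between middle-age and young and 1 between old and middle-age areas, and 12, 4 and 4 when p was adjusted over the list alone. Of these, Sox11 (-0.70, adjusted p = 8.03e-04 from edgeR), Sox4 (-0.65, 0.0138), Stmn2 (-0.58, 0.00165) and Bhlhe41 (0.63, 0.00327) were past the threshold between old and young areas whichever area was left out. Stmn2 had a log2 fold change of 0.17 when all hippocampal spots were summed. Gfap (0.45, 0.0255), Calb2 (-2.55, 0.0140) and Nnat (-0.88, 0.0455) were past it too but not without young area 1, where they had log2 fold changes of 0.34, -0.57 and -0.32 and adjusted p-values of 0.106, 0.488 and 0.411. Nnat also lost its call when any of 8 other areas was left out. Between middle-age and young areas Sox11 (-0.65, 0.0109) kept its call whichever area was left out. Sox2 (-0.49, 0.0329), Sox4 (-0.75, 0.0305) and Ybx1 (-0.28, 0.0319) did not, with adjusted p-values up to 0.126, 0.0844 and 0.106.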

**Fig. 5:**
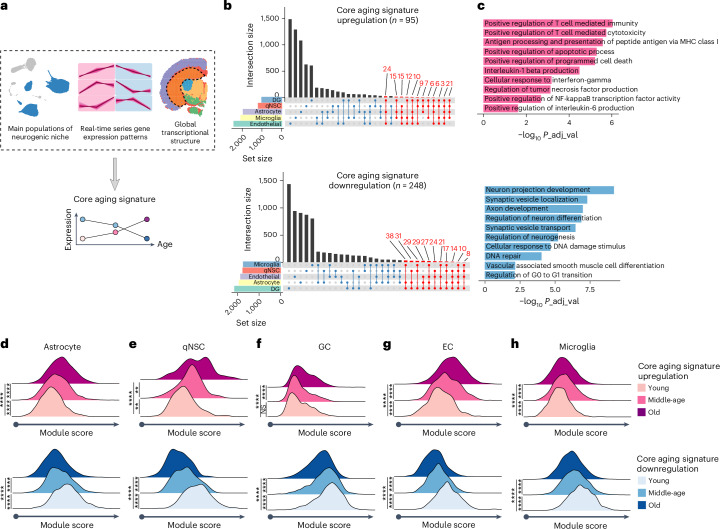
CAS with advancing age. **a**, Schematic overview of calculation of the module score of the CAS. **b**, Upset plots showing cell-type-specific and shared DEGs between main niche populations and the global transciptome of DG. Upper, age-dependent upregulation DEGs; lower, age-dependent downregulation DEGs. **c**, GO terms enriched in CAS-Up (upper) and CAS-Down (lower) score. All GO terms are shown by an adjusted *P* < 0.05 with Benjamini–Hochberg correction. **d**–**h**, CAS scores in astrocyte (two-tailed unpaired *t*-test with Welch’s correction; CAS-Up: *t* = 13.02, ****P < 0.0001 between young and middle-age; *t* = 13.58, ****P < 0.0001 between middle-age and old; *t* = 27.40, ****P < 0.0001 between young and old; CAS-Down: *t* = 15.99, ****P < 0.0001 between young and middle-age; *t* = 11.26, ****P < 0.0001 between middle-age and old; *t* = 27.12, ****P < 0.0001 between young and old) (**d**); qNSC (two-tailed unpaired *t*-test with Welch’s correction; CAS-Up: *t* = 3.250, **P = 0.0014 between young and middle-age; *t* = 2.913, **P = 0.0042 between middle-age and old; *t* = 5.698, ****P < 0.0001 between young and old; CAS-Down: *t* = 6.968, ****P < 0.0001 between young and middle-age; *t* = 4.121, ****P < 0.0001 between middle-age and old; *t* = 11.29, ****P < 0.0001 between young and old) (**e**); GC (two-tailed unpaired *t*-test with Welch’s correction; CAS-Up: *t* = 1.371, NS *P* = 0.1705 between young and middle-age; *t* = 9.256, ****P < 0.0001 between middle-age and old; *t* = 13.98, ****P < 0.0001 between young and old; CAS-Down: *t* = 8.109, ****P < 0.0001 between young and middle-age; *t* = 9.527, ****P < 0.0001 between middle-age and old; *t* = 24.75, ****P < 0.0001 between young and old) (**f**); EC (two-tailed unpaired *t*-test with Welch’s correction; CAS-Up: *t* = 8.506, ****P < 0.0001 between young and middle-age; *t* = 7.423, ****P < 0.0001 between middle-age and old; *t* = 15.50, ****P < 0.0001 between young and old; CAS-Down: *t* = 13.06, ****P < 0.0001 between young and middle-age; *t* = 9.099, ****P < 0.0001 between middle-age and old; *t* = 20.92, ****P < 0.0001 between young and old) (**g**); and microglia (two-tailed unpaired *t*-test with Welch’s correction; CAS-Up: *t* = 17.23, ****P < 0.0001 between young and middle-age; *t* = 4.486, ****P < 0.0001 between middle-age and old; *t* = 15.61, ****P < 0.0001 between young and old; CAS-Down: *t* = 18.94, ****P < 0.0001 between young and middle-age; *t* = 17.16, ****P < 0.0001 between middle-age and old; *t* = 31.36, ****P < 0.0001 between young and old) (**h**). Upper, ridge plot showing CAS-Up; lower, ridge plot showing CAS-Down score in each cell type. qNSC, quiescent neural stem cell; GC, granule cell; EC, endothelial cell; NS, not significant. Source data

Thus, we took an alternative approach to create gene expression signatures using real-time ordering^67,68^. We first calculated genes ordered in temporal sequence (that is, young to middle-age to old) of the entire DG derived from the ST data. We then chose the genes in temporal order from the main neurogenic niche populations that overlapped with the entire DG and were shared by at least two niche populations (Fig. 5a and Methods). We curated one core gene set of 95 genes for the upregulation signature (hereafter referred to as Core Aging Signature (CAS)-Up signature) and another core gene set of 248 genes for the downregulation signature (hereafter referred to as CAS-Down signature) (Fig. 5b). These genes represented a minimal number of genes showing the same trend across multiple cell types and within the entire DG (1.5% and 3.6% of all regulated genes). Gene set enrichment analysis (GSEA) revealed that top Gene Ontology (GO) terms enriched with the CAS-Up signature were related to various inflammatory responses, whereas the top GO terms enriched with the CAS-Down signature were related to neuronal physiology (Fig. 5c). 

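The CAS-Up (95 genes) and CAS-Down (248 genes) lists were scored in each scRNA-seq class as the median log2 ratio of CPM between ages. They were chosen on these libraries and are no independent evidence. From young to old mice the CAS-Up median was 0.37 in astrocyte-like, 0.30 in endothelial-like, 0.17 in granule cell-like, 0.15 in microglia-like and 0.10 in qNSC-like cells, each above all of the matched random lists. In qNSC-like cells it was 0 with either old library alone. The CAS-Down medians for the same classes were -0.20, -0.29, -0.09, -0.17 and -0.35, each below all random lists. From young to middle-aged mice the CAS-Up medians were 0.23, 0.21, 0.14 and 0.15 in astrocyte-like, endothelial-like, granule cell-like and microglia-like cells. In qNSC-like cells the median was 0, in the 44.35th percentile of random lists. With only genes of at least 10 CPM it was positive, so the median of 0 does not show that the list stayed unchanged. The corresponding CAS-Down medians were -0.07, -0.22, -0.08, -0.10 and, for qNSC-like cells, -0.21. Adding 10 in place of 1 to each CPM brought CAS-Up in microglia-like cells to 0.04 from young to old.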

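In granule cell layer spots, CAS-Up was 3.18 ± 0.0638 (mean of log2(CPM + 1) over the list, SD, n = 4 areas) in young, 3.28 ± 0.0605 (n = 4) in middle-age and 3.39 ± 0.104 (n = 8) in old areas. The difference between old and young areas was 0.205 (exact permutation test, p = 0.0101, adjusted p = 0.0253), with 6 of 8 old areas above all young areas. Between middle-age and young areas it was 0.0971 (exact permutation test, p = 0.0571, adjusted p = 0.0952) and between old and middle-age areas 0.108 (exact permutation test, p = 0.0889, adjusted p = 0.133). The last p ranged from 0.0455 to 0.236 with single areas left out, with 10 in place of 1 added to each CPM it was 0.0485, and with areas permuted within the 4 sets it was 0.0123, the smallest possible there. Over all hippocampal spots the CAS-Up difference between old and young areas was 0.0674 (exact permutation test, p = 0.349). CAS-Down was 5.51 ± 0.108 (n = 4) in young, 5.38 ± 0.0249 (n = 4) in middle-age and 5.27 ± 0.0475 (n = 8) in old areas. Every old area lay below every young area, with a difference of -0.238 (exact permutation test, p = 0.00202, adjusted p = 0.0152). Middle-age areas differed from young areas by -0.126 (exact permutation test, p = 0.0571, adjusted p = 0.0952), where p fell to 0.0286 with 1 area left out. Old areas differed from middle-age areas by -0.112 (exact permutation test, p = 0.00404, adjusted p = 0.0202, 7 of 8 old areas below all middle-age areas). In the edgeR fit, 12 of 78 tested CAS-Up genes were higher and 48 of 240 tested CAS-Down genes lower in old than in young areas at the threshold over all genes, and 18 and 75 when adjusted over the list alone, which is not independent evidence for lists chosen on these data.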

CAS-Up and CAS-Down were able to detect age-dependent changes already in middle-aged mice (Fig. 5d–h). Indeed, we cross-validated our CASs using a published dataset of aging hippocampus and SVZ of the lateral ventricle^27,69^ (Extended Data Fig. 7e–h). We further confirmed the robustness of the CAS by using a generalized linear model (GLM)-based machine learning strategy and found that, in most cell types, the predicted cellular age was consistent with their original age (Extended Data Fig. 7i,j and Methods). Of note, some cell types could be more robustly classified than others: for example, qNSC has relatively non-specific prediction of the old age, suggesting an early transcriptomic alteration that made it challenging to separate middle-age from old age. This finding is in agreement with gene expression analyses within the population of qNSCs, showing that qNSCs already undergo substantial molecular changes at middle-age (Fig. 3), and also corroborates previous data suggesting that qNSCs undergo relatively early molecular aging^22^.

### Regional inflammation is a hallmark of DG aging

Top enriched GO terms of CAS-Up were related to T-cell-mediated inflammation (Fig. 5c). Even though the transcriptomic analyses had been limited to cells that are unambiguously of DG origin, we detected several immune populations, including T cells, that may have infiltrated brain parenchyma (Extended Data Figs. 1a and 8a). Thus, we further analyzed their transcriptional profile and found that T cells, mainly detected in the aged DG (Extended Data Fig. 8b), were mostly CD8^+^, expressing markers of the effector memory phenotype (*Cd62L*^−^*Cd44*^+^) and showed high expression levels of genes associated with tissue retention (*Itga4* and *Itgal*) and activation (*Cd69* and *Xcl*). These findings are fully in line with recent studies showing age-dependent accumulation of T cells in multiple brain regions, including the SVZ^27,70,71^ (Extended Data Fig. 8c). 

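T-like cells numbered 9 of 5534 kept cells (0.163%, 95% interval 0.0744 to 0.308) in young, 57 of 9505 (0.600%, 0.455 to 0.776) in middle-aged and 132 of 20792 (0.635%, 0.531 to 0.752) in old mice. Their share was higher at both later ages than in young mice, and a difference between middle-aged and old mice was not detectable. No cluster was named NK-like, but 26 of the 198 T-like cells were NK-like with at most 10% mitochondrial UMIs and 21 without doublet removal, so such cells are not set apart here. Of the 198 T-like cells, 101 had a UMI of Cd8a or Cd8b1 and none of Cd4 (51.0%, 43.8 to 58.2), 16 had Cd4 and neither of the others (8.08%, 4.69 to 12.8), and 79 had none of these. As a background of free RNA, microglia-like cells had a median of 5415 UMIs against 3507 in T-like cells, and 0.0290% of them had a UMI of Cd8a, 0.0290% of Cd8b1 and 0.0116% of Cd4. A UMI of Cd44 was found in 14.6% of T-like cells (background 0.180%). Itga4 was found in 54.0% (background 0.406%), Itgal in 39.9% (0.0523%), Cd69 in 52.0% (0.337%) and Xcl1 in 63.6% (0.0174%).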

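The gene of IFN-γ, Ifng, gave a UMI in 1 of 9 young, 16 of 57 middle-aged (28.1%, 95% interval 17.0 to 41.5) and 52 of 132 old T-like cells (39.4%, 31.0 to 48.3), and in none of the microglia-like cells. In old libraries 1 and 2 the share was 32.9% and 48.2%. The intervals of middle-aged and old mice overlap. Pdcd1 gave a UMI in 2 of 9 young, 13 of 57 middle-aged (22.8%) and 22 of 132 old T-like cells (16.7%, 10.7 to 24.1), against 3.23% of microglia-like cells. Blood cells were not analysed here.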

Notably, T cells in aged mice showed upregulation of *IFN-γ* and *Pdcd1*, genes that are nearly absent in aged T cells of the peripheral blood^27^, indicative of brain resident, inflammatory T cells (Extended Data Fig. 8d). Using immunofluorescent staining, we confirmed the emergence of T cells and STAT1^+^ cells that respond to their key cytokine, IFN-γ, in the aged mouse hippocampus (Fig. 6a–g and Extended Data Fig. 8e–g). Notably, accumulation of T cells was not unique to the DG but, rather, detected across the entire hippocampus and white matter tracts. Although most of the age-dependent T cells in the old brain are CD8^+^ and STAT1^+^, a few of them are GZMB^+^ that display a cytotoxic phenotype (Fig. 6h,i and Extended Data Fig. 8h–j). We also noticed there are some GZMB^+^CD8^−^ cells, presumably natural killer (NK) cells, as described previously (Extended Data Fig. 8k,l)^72^.

**Fig. 6:**
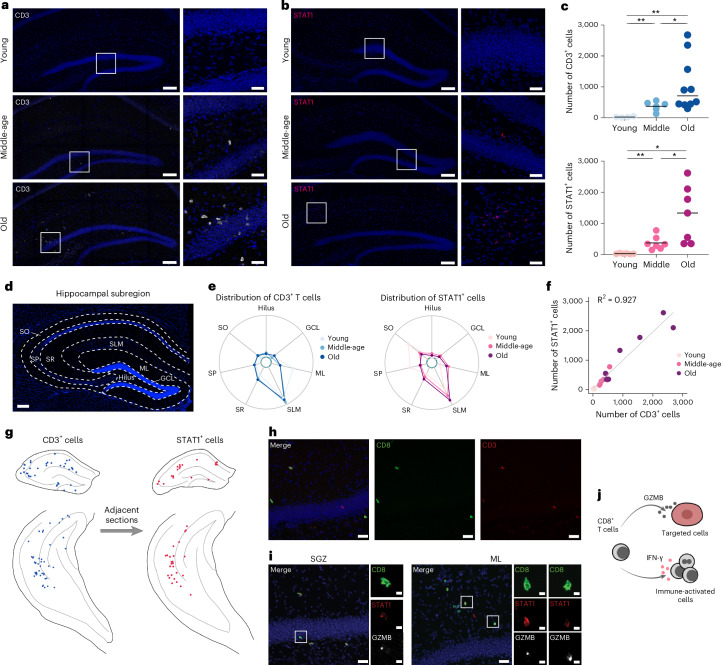
Age-dependent accumulation of T cells in the mouse hippocampus. **a**, Representative images showing age-dependent accumulation of T cells in the mouse hippocampus. **b**, Representative images showing age-dependent accumulation of IFN-γ-responding (STAT1^+^) cells in the mouse hippocampus. **c**, Quantitation of T cells (upper) in hippocampus among different ages (young: 20 ± 9 cells; middle-age: 374 ± 63 cells; old: 1,055 ± 271 cells; two-tailed unpaired *t*-test with Welch’s correction, **P = 0.0023 between young and middle-age, *P = 0.0346 between middle-age and old, **P = 0.0042 between young and old) and STAT1^+^ cells (lower) in hippocampus among different ages (young: 28 ± 6 cells; middle-age: 373 ± 82 cells; old: 1,297 ± 344 cells; two-tailed unpaired *t*-test with Welch’s correction, **P = 0.0054 between young and middle-age, *P = 0.0363 between middle-age and old, *P = 0.0102 between young and old). **d**, Illustration of hippocampal subregions. **e**, Radar plots showing the spatial distribution of T cells (left) (young: hilus 5.0%, GCL 5.0%, ML 27.5%, SLM 41.3%, SR 11.3%, SP 7.5%, SO 2.4%; middle-age: hilus 5.6%, GCL 3.2%, ML 11.5%, SLM 47.2%, SR 16.3%, SP 8.5%, SO 7.7%; old: hilus 4.5%, GCL 6.9%, ML 11.5%, SLM 43.9%, SR 17.4%, SP 8.9%, SO 6.9%) and STAT1^+^ cells (right) (young: hilus 0.0%, GCL 7.3%, ML 4.2%, SLM 28.1%, SR 9.4%, SP 20.8%, SO 30.2%; middle-age: hilus 5.4%, GCL 7.8%, ML 14.8%, SLM 37.9%, SR 13.2%, SP 7.8%, SO 13.1%; old: hilus 3.0%, GCL 5.7%, ML 12.2%, SLM 43.9%, SR 16.1%, SP 8.8%, SO 10.3%) within hippocampal subregions. **f**, Correlation between the number of T cells and STAT1^+^ cells in the old hippocampus. **g**, Rendered images showing correlated spatial distribution of T cells (blue dots) and STAT1^+^ cells (red dots) in the old mouse hippocampus. **h**, Representative images showing that most T cells in the old mouse DG were CD8^+^ (*n* = 10 mice). **i**, Representative images showing the inflammatory and cytotoxic phenotypres of CD8^+^ T cells in the old mouse DG (*n* = 4 mice). **j**, Schematic illustration of the pro-inflammatory and cytotoxic phenotypes of T cells in the old mouse hippocampus. GCL, granule cell layer; ML, molecular layer; SLM, stratum lacunosum-moleculare; SO, stratum oriens; SP, stratum pyramidale; SR, stratum radiatum. All data are presented as mean ± s.e.m. Scale bars, 100 μm (20 μm zoom-in panels) (**a**,**b**,**d**) and 20 μm (5 μm zoom-in panels) (**h**–**l**). Source data

As T cells are the major source of IFN-γ, we next examined gene expression patterns directly on spatially profiled tissues and identified an age-dependent increase of spots enriched with an IFN-γ response signature (hereafter referred to as inflammatory spots (ISs)) in the aged mouse hippocampus (Fig. 7a, Extended Data Fig. 9a and Methods). 

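Hippocampal spots were scored for IFN-γ response genes as the mean over the list less that of expression-matched control genes, and spots with a score over 0 were counted, the threshold that the paper gives. The list of 50 genes is not the Hallmark list of the paper, so the shares are not on the scale of the paper. They were 19.2% ± 4.84 (SD, n = 4 areas) in young, 19.2% ± 2.87 (n = 4) in middle-age and 31.3% ± 6.86 (n = 8) in old areas. Old areas exceeded young areas by 12.1 percentage points (exact permutation test, p = 0.00808, adjusted p = 0.0242) and middle-age areas by 12.1 (exact permutation test, p = 0.00808, adjusted p = 0.0242), with 8 of 8 old areas above all young areas. Middle-age and young areas differed by 0.00835 points (exact permutation test, p = 1). With the score threshold raised to the 95th percentile of young spots, the shares were 4.88% in young, 5.86% in middle-age and 12.0% in old areas. The mix of hippocampal spots also differed, as neuropil spots took 4.09% of all spots in young, 6.14% in middle-age and 9.23% in old areas. Shares per region are not given, so this mix can weigh on the difference. Areas fall into those with UMIs of Y-linked genes and those with UMIs of Xist. Within the first, the mean share was 17.6% in 2 young, 18.6% in 2 middle-age and 37.0% in 4 old areas, and within the second 20.7%, 19.7% and 25.6%. The rise from young to old areas was thus 19.4 points in the first and 4.85 in the second, a gap tested after the values per area had been seen (exact permutation test within ages, two-sided, p = 0.0238, adjusted over 15 such tests p = 0.107). The mean over the list of log2(CPM + 1) of all hippocampal UMIs per area, which needs no threshold, was 2.16 ± 0.132 (n = 4) in young, 2.15 ± 0.0679 (n = 4) in middle-age and 2.21 ± 0.169 (n = 8) in old areas. Its old minus young difference of 0.0423 was within the spread between areas (exact permutation test, p = 0.671, adjusted p = 0.838).

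**Figure D3:**
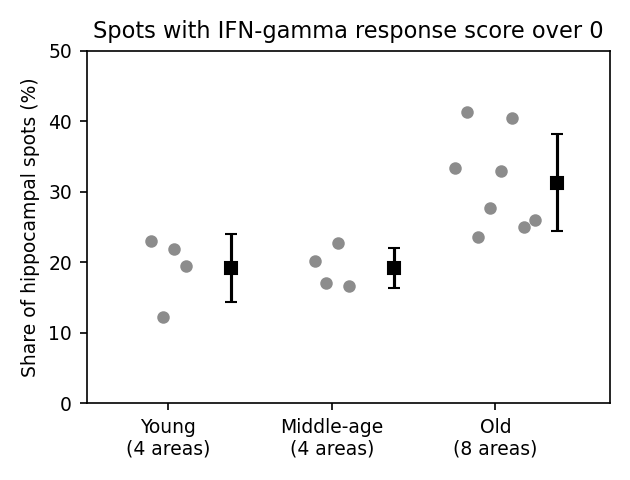
Share of hippocampal spots, in percent, with an IFN-γ response score over 0 in each capture area, by age. Grey points are areas, and black squares with bars are means with SD (n = 4, 4 and 8 areas). Every old area lies above every young area.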

ISs displayed distinct transcriptional profiles compared to their nearest neighbor spots (NNSs) with upregulation of various inflammatory pathways (Extended Data Fig. 9b–d). We confirmed the emergence of ISs by immunohistochemical detection of STAT1 expression in several resident populations, including astrocytes, endothelial cells and microglia, in old age (Fig. 7b). Furthermore, we detected a spatial correlation of T cells, STAT1^+^ inflammatory cells and reactive microglia displaying activated morphology, suggesting a putative causal relationship between T cell accumulation and inflammation in the aged hippocampus (Extended Data Fig. 9e,f).

**Fig. 7:**
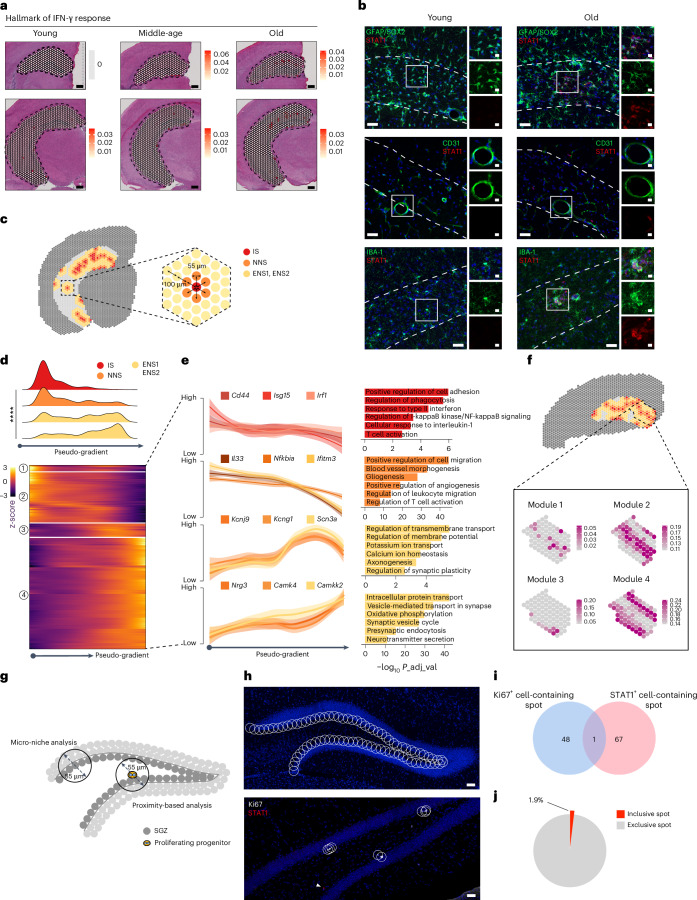
T-cell-associated inflammation with advancing ages. **a**, Spatial feature plots of the hallmark of IFN-γ response showing age-dependent increase in DG. Color gradient indicates the log-normalized gene expression level. **b**, Representative images showing age-dependent IFN-γ-responding (STAT1^+^) astrocyte (upper), endothelial cell (middle) and microglia (lower) in the marginal zone between the DG and the CA (*n* = 4 mice for each condition). **c**, Schematic illustration of the distance-based spatial hierarchy of Visium spots. **d**, Pseudo-spatial alignment of different types of spots showing differential distribution along the pseudo-spatial axis (upper; one-way ANOVA, ****P < 0.0001) and dynamic expression patterns (lower). Numbers in circle indicate gene modules. Color gradient indicates the z-score of gene expression. **e**, Pseudo-spatial gene expression trajectories showing different expression patterns of different types of spots in the old mouse hippocampus. All GO terms are shown by an adjusted *P* < 0.05 with Benjamini–Hochberg correction. Shading indicates 95% confidence interval. **f**, Spatial visualization of all four pseudo-spatial modules shows an inside-out ordering. Color gradient indicates the expression level of individual module score. **g**, Schematic illustration of microniche analysis and proximity analysis. **h**, Representative images illustrating microniche analysis (upper) and proximity analysis (lower). **i**, Venn diagram indicating the overlap between the Ki67^+^ cell-containing spot and the STAT1^+^ cell-containing spot. **j**, Pie chart of the percentage of inclusive spots that contained both Ki67^+^ cells and STAT1^+^ cells. All data are presented as mean ± s.e.m. Scale bars, 100 μm (20 μm in zoom-in panels). Source data

Notably, inflammatory signatures were not evenly distributed in the mouse hippocampus but, rather, peaked around the stratum lacunosum moleculare (SLM), the marginal zone between the CA and the DG (Fig. 6e). Thus, we characterized the spatial molecular architecture of the pro-inflammatory microenvironment in the old mouse brain by dissecting the ISs, NNSs and two additional layers of extended neighbor spots (ENSs) (hereafter referred to as ENS1 and ENS2) (Fig. 7c). First, we examined the global transcriptional structure and found that, although all three types of spots formed their own clusters, the ISs segregated from the NNSs and the ENSs despite their location in hippocampal subregions, indicating their distinct transcriptomes and bona fide inflammatory nature (Extended Data Fig. 9g,h). The transcriptional profile of inflammatory gradients also showed correlation with the CASs, suggesting that ISs show enhanced aging features compared to neighboring areas (Extended Data Fig. 9i).

We further constructed a continuous expression trajectory ordered from IS to NNS to ENS, with all three types of spots showing differential distribution along the pseudotime axis (Fig. 7d). Gene expression patterns along the pseudotime trajectory were sequentially expressed from IS to ENS, with modules 1 and 2 enriched for genes related to inflammatory response, gliogenesis and vasculature remodeling and modules 3 and 4 enriched for genes related to ion channel homeostasis and neurotransmitter transport (Fig. 7e). Furthermore, these modules showed an obvious spatial distribution, ordered in an inside-out pattern from the IS to adjacent regions (Fig. 7f). We performed microniche analysis by tiling the DG into spots with a 55 µm radius to measure the co-occurrence of STAT1^+^ cells and proliferating progenitors^33^ (Fig. 7g,h). These analyses showed that Ki67^+^ progenitors and STAT1^+^ inflammatory cells are largely exclusive to each other (Fig. 7i,j). Thus, our results identified an inflammation-associated gene expression gradient, suggesting that age-dependent accumulation of T cells in the marginal zone of the DG may represent an initial step of age-dependent neuroinflammation that spreads to adjacent regions, causing eventually age-related impairment of hippocampal plasticity.

### Early onset of inflammation decreases neurogenic activity

As characterized above, the age-dependent accumulation of T cells mainly peaked at the SLM, the embryonic homology to the brain border that also displayed enhanced aging features (Fig. 6e and Extended Data Fig. 9h). We wondered whether the SLM-related bordering function may be impaired during aging. To this end, we subsetted Visium spots located at the SLM and identified downregulation of several BBB-specific genes—that is, *Mfsd2a*, *Tfrc* and *Slc16a1* (Extended Data Fig. 10a,b). This transcriptional change is associated with a reciprocal correlation between the response to IFN-γ signaling and BBB-related function (Extended Data Fig. 10c,d). To directly examine how inflammation affects neurogenic activity, we used the Pdgfb^ret/ret^ mouse model that shows BBB deficiency due to the loss of pericytes and that develops early-onset neuroinflammation (Fig. 8a)^73–75^. We first confirmed the previously described phenotype of Pdgfb^ret/ret^ mice, showing a decrease in pericyte coverage that was associated with the infiltration of T cells, especially CD8^+^ T cells, and increased inflammatory response, as measured by STAT1 expression, and the presence of reactive microglia labeled with IBA-1 in the hippocampus (gray matter) and the corpus callosum (white matter) in middle-aged mice (Fig. 8b and Extended Data Fig. 10e–g). Next, we measured the number of proliferative progenitors and newborn, DCX-labeled neurons in the DG. Strikingly, we observed a significant decrease in the numbers of proliferative progenitors and newborn neurons in the DG of Pdgfb^ret/ret^ mice, indicating impaired neurogenesis in the context of a dysregulated immune microenvironment (Fig. 8c–e). However, the fraction of SOX2^+^ neuroblasts, which we had identified to be increased with advancing age (Extended Data Fig. 5d–f), remained constant between mutant and control animals, suggesting that the maturation of early neuronal progeny may be, at least partially, regulated by additional age-dependent mechanisms (Fig. 8f–h). Thus, our findings provide insights into the functional relevance of age-dependent inflammation in the regulation of hippocampal neurogenesis and show that early-onset inflammation in the DG is sufficient to impair neurogenesis.

**Fig. 8:**
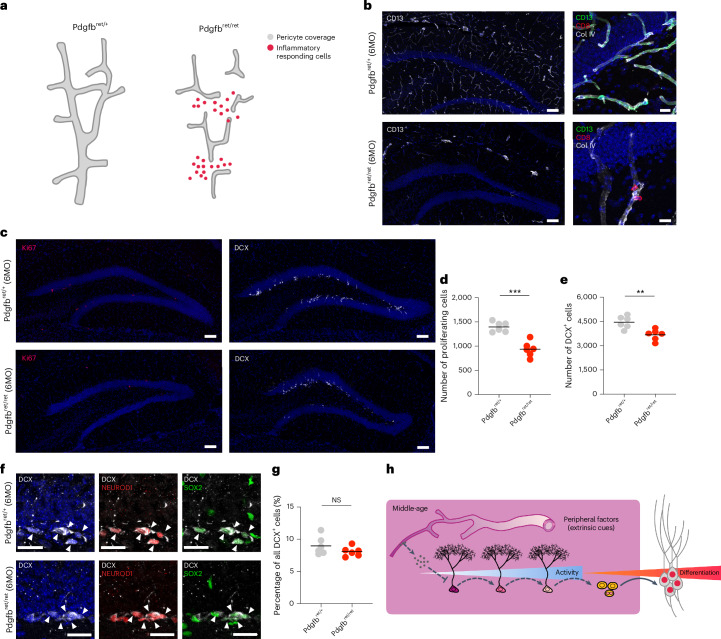
Loss of immune privilege leads to reduced neurogenic activity in the BBB-deficient mouse brain. **a**, Schematic illustration of the pericyte-deficient and inflammatory phenotypes of the Pdgfb^ret/ret^ mouse model. **b**, Immunofluorescent staining of pericyte marker (CD13) showing deficient pericyte network and infiltrated CD8^+^ T cells in the Pdgfb^ret/ret^ mouse hippocampus compared to the control (Pdgfb^ret/+^) animals. **c**, Representative images showing reduced proliferating cells (Ki67^+^) (left) and reduced newly born neuronal cells (DCX^+^) (right) in the Pdgfb^ret/ret^ mouse SGZ. **d**, Quantitation of Ki67^+^ cells in the SGZ between Pdgfb^ret/+^ and Pdgfb^ret/ret^ (Pdgfb^ret/+^: 1,396 ± 42 cells, *n* = 6 mice; Pdgfb^ret/ret^: 937 ± 64 cells, *n* = 6 mice; two-tailed unpaired *t*-test with Welch’s correction, ***P = 0.0002). **e**, Quantitation of DCX^+^ cells in the SGZ between Pdgfb^ret/+^ and Pdgfb^ret/ret^ (Pdgfb^ret/+^: 4,457 ± 155 cells, *n* = 6 mice; Pdgfb^ret/ret^: 3,673 ± 137 cells, *n* = 6 mice; two-tailed unpaired *t*-test with Welch’s correction, **P = 0.0037). **f**, Representative images showing the existence of SOX2^+^NEUROD1^+^ neuroblasts in both Pdgfb^ret/+^ and Pdgfb^ret/ret^ mouse SGZ. **g**, Quantitation of the percentage of SOX2^+^NEUROD1^+^ neuroblasts among all neuroblasts in the SGZ between Pdgfb^ret/+^ and Pdgfb^ret/ret^ (Pdgfb^ret/+^: 9.0 ± 0.6%, *n* = 6 mice; Pdgfb^ret/ret^: 8.1 ± 0.3%, *n* = 6 mice; two-tailed unpaired *t*-test with Welch’s correction, NS *P* = 0.2057). **h**, Schematic illustration of the interaction between environmental factors and neurogenic activity. Whereas proliferation and generation of DCX^+^ cells are impaired in Pdgfb^ret/ret^ mice (dashed line), delayed maturation of neuroblasts is not affected in Pdgfb^ret/ret^ mice. All data are presented as mean ± s.e.m. Scale bars, 100 μm (**a**,**c**) and 20 μm (**e**). MO, months old; NS, not significant. Source data

## Discussion

Using scRNA-seq combined with spatially resolved transcriptomics, we characterized age-associated molecular changes in the mouse DG across the entire adult lifespan. Single-cell technologies allowed for insights in the mechanisms of aging in a plethora of tissues and in the context of disease^66,76,77^. Our data provide a powerful resource to reveal the mechanisms that are linked with aging in the mammalian hippocampus. First, our findings reveal the lifelong molecular changes of the entire neurogenic lineages that conceptually extends current knowledge: age-dependent changes of neurogenesis start not only as early as middle-age but also last throughout the entire adult lifespan. Beyond the activation of qNSCs, neurogenic aging also affects the differentiation of fate-committed neural progeny. Early entry to quiescence was suggested as a protective approach to avoid premature depletion of the stem cell pool^78,79^. The data presented here suggest that a continuous deepening of NSC quiescence, together with delayed maturation of neuronal progeny, may eventually cause impaired neurogenesis in later stages of life. We focused and extensively analyzed age-dependent molecular alterations within the neurogenic lineage. However, the scRNA-seq and ST data provided will allow for future in-depth transcriptomic analyses of a plethora of brain cell types across the adult lifespan.

Several recent studies used single-nuclei RNA sequencing (snRNA-seq) to derive molecular maps of the human and non-human primate DG across the lifespan^21,25,26,80,81^. Despite the possibility to use snRNA-seq of human tissues, mechanistic attempts to causally link gene expression with functional outcomes will largely rely on rodent models of aging. Thus, the mouse transcriptomic dataset of the aging DG provided here will be a valuable resource to the field and a fundamentally important addition to existing human and primate datasets. Furthermore, whole-cell scRNA-seq versus snRNA-seq may have its respective advantages: within the dataset presented here, we could, for example, clearly distinguish qNSCs from parenchymal astrocytes, a distinction that is apparently critical to identify age-related changes within the neurogenic lineage. However, clear classification of qNSCs versus astrocytes appeared to be highly challenging or impossible in previously obtained datasets using single-nuclei approaches of mouse or human tissues^25,26,82^. The dataset provided here represents a transcriptomic reference that may eventually allow for the identification of bona fide neural stem cells apart from astroglia combined with advanced computational approaches—for example, refs. ^83,84^—that may be of particular importance to address the remaining uncertainties regarding adult hippocampal neurogenesis in humans^85^.

Seminal work previously identified neuroinflammation as a key aging signature of the other main neurogenic niche in the mouse brain, the SVZ^27^. Indeed, it was found that T cells invade the SVZ and appear to clonally expand within the brain parenchyma. Together with other work, these previous data strongly support the idea that aging within the brain is associated with inflammation, which has been coined as inflammaging^27,86^. Our data recapitulate findings derived from the SVZ and show that aging causes global changes in the transcriptome of the entire DG that are associated with T-cell-mediated inflammatory responses, which we confirmed by detecting increased T cell numbers within the DG. Notably, spatially resolved transcriptomics allowed for the identification of the regional emergence of inflammatory hotspots in the marginal zone. Given that the marginal zone in the hippocampus shows embryonic homology to the brain border—that is, meninges—which show an age-dependent accumulation of T cells, it may represent a target to attenuate age-dependent alterations of hippocampal neurogenesis. Future work, guided by the molecular signatures at inflammatory hotspots and their surrounding tissues, will aim to identify the cause and regulatory cascades that mediate the invasion and consequences of T-cell-mediated inflammation in the aging hippocampus. Notably, we show here that invasion of inflammatory T cells is not just a bystander effect but that experimental enhancement of immune cell invasion causes reduced neurogenesis. However, premature invasion of immune cells did not cause a complete recapitulation of the effects of aging on neurogenesis, as the delayed maturation and extended expression of progenitor markers (such as SOX2) was not affected by Pdgfb deletion. Thus, future work will aim to dissect the exact contributions of distinct mechanisms causing molecular consequences of age within the DG circuit. The single-cell and spatially resolved transcriptomics data provided here represent a starting point to the field to reveal the molecular consequences that are associated with advancing age in the mammalian hippocampus.

## Methods

### Experimental animals

All animal experiments were approved by the Cantonal Commission for Animal Experimentation of the Canton of Zurich, Switzerland (ZH190/19 and ZH126/20), in accordance with national and cantonal regulations and the Stockholms Norra Djurförsöksetiska Nämnd (20785-2020), Sweden, performed in accordance with the respective guidelines. Mice were group housed in ventilated cages (21–23 °C) under a 12-h dark/light cycle with ad libitum access to food and water.

The C57BL/6JRj mice (3 MO, 9–11 MO and 16–21 MO) were obtained from Janvier France and maintained in local animal facilitates for 1 week before experiments. For scRNA-seq and ST experiments, mice at the age of 3 months, 9–11 months and 16–21 months, referred to as ‘young’, ‘middle-age’ and ‘old’, of mixed sex were used. For histological analysis, mice at the age of 3 months, 10 months and 18 months of mixed sex were used. The Gli1-Cre^ERT2^;tdTomato mouse line (Gli1-Cre^+/−^Ai14^+/−^) was generated by crossing Gli1-Cre^ERT2^ mice (Gli1^tm3(cre/ERT2)Alj^; The Jackson Laboratory, 007913) and CAG tdTomato (Ai14;B6.Cg-Gt(ROSA)^26Sortm14(CAG-tdTomato)Hze^; The Jackson Laboratory, 007914) reporter line^45,47^. At the age of 3 months, 10 months and 17 months, referred to as ‘young’, ‘middle-age’ and ‘old’, mice of mixed sex underwent the labeling of NSCs that was achieved by two consequential intraperitoneal (i.p.) injections of TAM (180 mg kg^−1^ (body weight); Sigma-Aldrich). The Nestin-EGFP (B6.Cg-Tg(Nes-EGFP)1Yamm/Rbrc) mouse line was described previously^43,47^. Mice at the age of 3 months, 10 months, 18 months and 24 months, referred to as ‘young’, ‘middle-age’, ‘old’ and ‘very old’, of mixed sex were used for experiments. The Pdgfb^ret/ret^ (Pdgfb-tm(ret)) mouse line was described previously^73–75^. Homozygous (Pdgfb^ret/ret^) and heterozygous (Pdgfb^ret/+^) female mice at the age of 6 months were used for experiments.

### Tissue processing for scRNA-seq

In total, 17 mice were used for the young (*n* = 5), middle-aged (*n* = 6) and aged (n = 6) groups (Supplementary Fig. 1). Mice were first euthanized via cervical dislocation, followed by taking out brains and then microdissection of the DG^87^. The dissected DGs from the same age were pooled and dissociated using Neural Tissue Dissociation Kit (P) (Miltenyi Biotec) and further cleaned using Myelin Removal Beads II (Miltenyi Biotec) according to the manufacturer’s instructions. In brief, pooled tissue was enzymatically digested for 35 min at 37 °C, followed by manual trituration with fire-polished pipette tips and filtered with 40-μm strainers. Cell suspension was incubated with Myelin Removal Beads for 15 min on ice, followed by cleaning with passing through a magnet LS column (Miltenyi Biotec). Single-cell suspension was sorted from debris with the target number of 50,000 in an influx cell sorter using a 130-μm nozzle (BD FACSAria II).

### Tissue processing for ST

In total, 12 mice were used for the young (*n* = 4), middle-aged (*n* = 4) and aged (*n* = 4) groups (Supplementary Fig. 2). Mice were first anesthetized via i.p. injection of a lethal dose of pentobarbital and then transcardially perfused with warm HBSS (CaCl_2_^−^, MgCl_2_^−^, HEPES 10 mM and D-glucose 5 mM), followed by taking out brains. Brains were embedded in OCT (Tissue-Tek) and snap frozen at −50 °C to −60 °C in a bath of isopentane and dry ice and stored at −80 °C until use. Two to three coronal sections per brain were cyrosectioned, referring to anterior and posterior hippocampus at a thickness of 10 μm onto the Visium Spatial Gene Expression Slide. For anterior sections, we fitted two into one sequencing area. For posterior sections, we fitted one into one sequencing area. All sections had an RNA integrity number (RIN) greater than 8, measured in a Bioanalyzer (Agilent). In total, 16 sequencing areas with 24 brain sections were profiled (Supplementary Fig. 2).

### Library preparation and sequencing for scRNA-seq and ST

Single-cell cDNA libraries were constructed using a Chromium Single Cell 3′ Reagent Kit (version 3.1; 10x Genomics). In brief, 20,000 cells were loaded for each library with the aim to recover 10,000 cells. All downstream steps of library construction followed the manufacturer’s instructions. Spatial cDNA libraries were constructed using a Visium Spatial Gene Expression Kit (10x Genomics). Permeabilization time was determined as 18 min using a Visium Spatial Tissue Optimization Slide & Reagent Kit (10x Genomics). All downstream steps of library construction followed the manufacturer’s instructions. All reagents used in this study are detailed in Supplementary Table 1.

Single-cell and spatial cDNA libraries were pooled and indexed using a Dual Index Kit (10x Genomics), fitting into one batch, and sequenced on an Illumina NovaSeq 6000 according to 10x Genomics recommendations. Raw data of sequencing were analyzed using Cell Ranger (version 6.0.2) for scRNA-seq and Space Ranger (version 1.2.0) for ST.

### scRNA-seq data analyses

Output of Cell Ranger was processed using Seurat (version 4.3) package. Low-quality cells were filtered out (genes detected < 800, mitochondrial genes > 20%). Standard data processing workflow of Seurat was performed for each timepoint using ‘NormalizeData’ (scale.factor = 10,000), ‘FindVariableFeatures’ (nfeatures = 5,000), ‘RunPCA’ (npcs = 50), ‘RunUMAP’ (number of principal components (PCs) between 10 and 30), ‘RunTSNE’ (number of PCs between 10 and 30), ‘FindNeighbors’ (number of PCs between 10 and 30, decided by running ‘ElbowPlot’) and ‘FindClusters’ (resolution = 1.0) functions. We performed DoubletFinder (version 2.0.3) to remove potential doublets before we merged all libraries. Estimated doublet rate was adjusted according to 10x Genomics.

### ST data analyses

Output of Space Ranger was processed using Seurat (version 4.3) package and Cloupe software (Loupe Browser version 6; 10x Genomics). Spots with technical artifacts (for example, folding and cryo-damage) were removed on Cloupe. Standard data processing workflow of Seurat was first performed for each section using ‘SCTransform’ (variable.feature.n = 5,000). SCTransform builds regularized negative binomial models of gene expression. It is suggested that, compared to the log normalization, SCTransform accounts for technical artifacts while preserving biological variance^88^. All libraries were then merged to perform dimensionality reduction using ‘RunPCA’, ‘RunUMAP’, ‘RunTSNE’, ‘FindNeighbors’ and ‘FindClusters’ functions.

### Cell and spot type annotation

For scRNA-seq, we first determined cluster-specific DEGs by performing the ‘FindAllMarkers’ (test.use = mast) function from Seurat. Then, we annotated cell type using cell-type-specific markers from literature (Extended Data Fig. 1a)^23,34^. For ST, regional identity was assigned by intersection between unsupervised clustering results mentioned above and hematoxylin and eosin (H&E) staining visualized on Loupe software. Manual annotation of hippocampal subregions (for example, CA1, CA2, CA3 and DG) was carried out on Loupe software using results from data integration with Yao et al.^35^ and landmarks of H&E staining as reference.

### Data integration

scRNA-seq data were integrated with a previously published dataset (Dataset C)^34^. The cell type annotation from the original study was used. Batch correction was performed using the ‘harmony’ (version 0.1.0) package^89^. ST data were integrated with a previously published dataset^35^. Only hippocampal cells from the Smart-seq version 4 experiment were selected. The cell type annotation from the original study was used. Cell type prediction was calculated for each spot using the ‘FindTransferAnchors’ and ‘TransferData’ functions in Seurat. In particular, the ‘FindTransferAnchors’ function was used to identify the anchors between scRNA-seq and ST using ‘SCT’ normalization. The ‘TransferData’ function was used to transfer the cluster identities of scRNA-seq to the Visium spots. Default parameters were used.

### Cell type mapping onto Visium spots

Cell type mapping of spatial data was performed using tangram-sc version 1.0.4 (ref. ^36^). The workflow was based on the available squidpy version tutorial. All spatial samples were loaded in one data object and filtered on coordinates to include only the ML, hilus and GC layer spots. For scRNA-seq data, the mitochondrial genes were filtered out, and the data were normalized. Tangram built-in methods were used for pre-processing, which left 1,104 marker genes as training genes. Before running the alignment, the spatial data were normalized and log1p transformed using scanpy version 1.10.1. The alignment was run in ‘cells’ mode with 1,000 epochs and rna_count_based as density prior. To visualize the annotation of cell types in space, the colormap argument ‘perc’ was set to 0.02 and spot_size to 500 to better display the selected coordinates.

### Differential gene expression and GSEA

For scRNA-seq, we performed pairwise differential gene expression to identify DEGs using the ‘FindAllMarkers’ or ‘FindMarkers’ (test.use = mast) functions from Seurat. DEGs were selected using cutoffs of adjusted *P* < 0.05 and avg_log2fc > 0.25. For ST, raw data were first pooled to generate pseudo-bulk aggregates and processed using DESeq2 to identify DEGs. DEGs were selected using a cutoff of adjusted *P* < 0.05. GSEA was performed using the Metascape database related to GO Biological Process and KEGG pathway. An overrepresentation test was carried out with a hypergeometric test of *P* < 0.05 and a minimal overlap of three genes. The list of TFs was curated from the AnimalTFDB (version 3.0) database^90^.

### Pseudotemporal trajectory analysis

We first calculated pseudotime score of individual cells or spot in terms of age or annotation (for neurogenic lineages), zonation (for vascular compartment) and inflammatory status (for inflammatory gradient in ST) and constructed gene expression trajectories using the Monocle 2 package with default parameters. Next, we ordered genes with similar expression dynamics into modules that reflect lineage progression (neurogenic lineages), functional aging (qNSC), vascular zonation (vascular populations) and inflammatory gradient (ST).

### Real temporal trajectory analysis

We clustered gene expression patterns in time series using a fuzzy c-means clustering algorithm, ‘Mfuzz’, as described previously^91^. First, we selected the top 5,000 variable genes from Seurat objects of each cell type to make temporally ordered genes comparable among different cell types and calculated their average expression value. Then, we clustered gene expression data using soft threshold (‘mestimate’ with default parameters, number of clusters = 8).

### GRN analysis

To identify GRNs and infer their activity, we performed the SCENIC (version 1.24.1) algorithm. First, we sequentially ran GENIE3 to identify co-expressed genes and RcisTarget to link TFs and their putative targets using default parameters. TFs of mm9 were used as reference. Then, we used AUCell to score activity of each GRN (regulon). Finally, the regulon activity was visualized either by UMAP or onto pseudotime trajectory.

### Random forest regression model

To predict differentiation scores for qNSCs across ages, we employed a random forest regression model from the ‘caret’ package. We first took the whole neurogenic lineages (for example, qNSC, aNSPC and NB/IMN) and identified the top DEGs between each cell types using the ‘FindAllMarkers’ function from Seurat. Cells were projected onto a pseudo-differentiation axis by fitting a principal curve over the first seven PCs. We then trained a random forest regression using the ‘train’ function (method = ‘ranger’) from ‘caret’ to predict the pseudo-differentiation score of cells using the top variable genes. The top 100 most important features from the random forest regression model were selected as an input to re-optimize the regression model that was used to predict the age dependent for qNSCs in our dataset.

### Age prediction model

We performed GLM-based age prediction to predict cells with corresponding ages using the ‘caret’ package. First, we performed the ‘FindVariableFeatures’ function to identify highly variable genes and selected the top 5,000 variable genes. Next, we split the scRNA-seq data into a training set and a testing set, where the training set consisted of 70% of cells from the least populated class, and the corresponding number of cells was taken from the more populated classes. To predict cells with corresponding ages in the testing set, we used the ‘train’ function (method = glmnet) from ‘caret’. Cross-validation was performed 10 times with 10% of the training data for the parameter tuning (lambda and alpha). Finally, the model was used to predict on the remaining 30% of data (test set) using the ‘predict’ function in ‘caret’.

### Module score calculation

For the module score of aging signatures in scRNA-seq data, we took the gene lists of ‘Neurogenic Aging Signature’ and ‘Core Aging Signature’ and computed the module score using the ‘AddModuleScore’ function with default parameters from Seurat. The complete gene lists are provided in Supplementary Table 3. For ‘S.Score’ and ‘G2M.Score’, we used the ‘CellCycleScoring’ function in Seurat to calculate the cell cycle activity of individual cells. For the module score of IFN-γ pathways in ST data, we first took the gene list of ‘Hallmark of IFN-γ response’ from the ‘msigdbr’ (version 7.4.1) package^92^ and then calculated the module score using the ‘AddModuleScore’ function with default parameters from Seurat. Spots with module score greater than 0 were assigned as ISs. The ‘STUtility’ (version 0.1.0) package was used to compute nearest neighborhood of ISs. The ‘AddModuleScore’ function calculates the average expression levels of a given gene set on single-cell level, subtracted by the aggregated expression of control feature sets. All analyzed features are binned based on averaged expression, and the control features are randomly selected from each bin.

### Tissue processing, immunostaining and confocal imaging

Mice were first anesthetized via i.p. injection of a lethal dose of pentobarbital and then transcardially perfused with warm D-PBS (CaCl_2_^−^ and MgCl_2_^−^), followed by 4% formaldehyde (Sigma-Aldrich) post-fixed overnight at 4 °C. Then, brains were transferred to 30% sucrose solution for cryoprotection before being cut at a thickness of 40 μm on a cryotome (Leica, SM2010R). Every sixth coronal section along the entire DG was used for immunostaining. For immunostaining, brain sections were first washed in PBS and blocked in the staining buffer (3% donkey serum and 0.5% Triton X-100 in PBS). Then, sections were incubated with primary antibodies against S100b (1:500, rabbit; Abcam), SOX2 (1:200, rat; eBioscience), GFAP (1:500, chicken; Aves Labs), Ki67 (1:500, rat; eBioscience), DCX (1:500, guinea pig; Millipore), NEUROD (1:250, goat; Santa Cruz Biotechnology), IBA-1 (1:500, goat; Novus Biologicals), CD3 (1:200, rabbit; Novus Biologicals), CD8a (1:200, rat; eBioscience), STAT1 (1:200, rabbit; Cell Signaling Technology), GZMB (1:100, goat; R&D Systems), Collagen IV (1:750, rabbit; Bio-Rad), CD13 (1:500, goat; Novus Biologicals), GFP (1:500, goat; Rockland Immunochemicals), tdTomato (1:500, goat; Rockland Immunochemicals) and tdTomato (1:500, goat; SICGEN) for two overnights in the staining buffer at 4 °C. After washing in PBS, sections were incubated with secondary antibodies against respective species (Alexa Fluro 488, Cy3 and Cy5) and DAPI (1 μg ml^−1^; Thermo Fisher Scientific) in the staining buffer for 2 h at room temperature. After washing, sections were mounted with Immun-Mount (Thermo Fisher Scientific) and stored at 4 °C until imaging. Images were taken on confocal laser scanning microscopes (Zeiss LSM800 using ZEN Pro software). All antibodies used in this study are detailed in Supplementary Table 1.

Every sixth coronal section along the entire DG was imaged per mouse using a ×20 objective (obtained numbers were multiplied by 6 to represent the number of all cells per DG/hippocampus). Fiji (ImageJ) was used for image analysis. For cell counting, radial NSCs were defined as GFAP^+^/SOX2^+^/S100b^−^ cells with a single radial process residing at the SGZ. Given that GFAP is cytoplasmic and SOX2 is nuclear, we combined them together in one channel. aNSPCs and neuroblasts were defined as Ki67^+^ or DCX^+^ cells residing at the SGZ, respectively. Microglia, endothelial cells, pericytes and T cells were identified as IBA-1^+^, CD31^+^, CD13^+^ or CD3^+^ cells, respectively. IFN-γ-responding cells were defined as STAT1^+^ cells. For signal coverage of IBA-1, all confocal images were taken under the same setting. Maximum z-stack projection was performed, and the IBA-1 channel was converted into binary mask using the same intensity. We manually drew hippocampus and DG using the ‘ROI’ function and measured the %Area using the ‘measure’ function. For the microniche analysis, a line of the SGZ at the bottom of the granule cell layer (GCL) was drawn manually, leaving the space of 2 cells apart from the hilus. Then, 55-μm circles were placed along this SGZ line with 50% overlap between each neighbor circle. For the proximity analysis, each Ki67^+^ proliferating progenitor in the SGZ was placed with a 55-μm circle where the Ki67^+^ proliferating progenitor was in the center.

### Single-molecule RNA fluorescence in situ hybridization

Tissue preparation was described above the same as for immunofluorescent staining. Instead of 40 μm, tissue was cut at a thickness of 20 μm. We first treated the tissue with hydrogen peroxide for 5 min at room temperature. To perform RNA in situ hybridization using RNAscope, we first performed antigen retrieval using target retrieval reagent (ACDBio) for 15 min at 85 °C. Sections were then treated with protease IV reagents (ACDBio) for 20 min at room temperature. Probes (Mm-Mfge8, 408771; Mm-Luzp2, 492551-C3; Mm-Sox11, 852061; Mm-Insm1, 430621-C2; ACDBio) were incubated at 40 °C for 2 h and revealed with RNAscope Multiplex Fluorescent v2 reagents (ACDBio) using TSA amplification. After in situ hybridization was completed, samples were processed for immunofluorescent staining and imaging as described above. All molecular probes and reagents used in this study are detailed in Supplementary Table 1.

### Statistics and reproducibility

Statistical analyses were performed in GraphPad Prism (version 9.5.1) or R (version 3.6.3). All results in graphs are presented as mean ± s.e.m. unless specified otherwise. All software used in this study is detailed in the Reporting Summary. Statistical significance was determined using two-tailed unpaired *t*-tests with Welch’s correction (between two groups) and one-way ANOVA (between multiple groups) with a cutoff of *P* < 0.05. Particular tests and statistical significance for individual comparisons in figures are detailed in Supplementary Table 5.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-024-01848-4.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2.

Reporting Summary

Supplementary Table 1 Key reagents used in the present study.

Supplementary Table 2 DEGs for each cell type.

Supplementary Table 3 Pseudotime values of the neurogenic aging trajectory and inflammatory gradient analysis.

Supplementary Table 4 GRN (SCENIC) values for the entire neurogenic lineage.

Supplementary Table 5 Statistical details for the main figures and extended data figures.

## Source data

Source Data Fig. 1 Numerical source data for indicated figure.

Source Data Fig. 2 Numerical source data for indicated figure.

Source Data Fig. 3 Numerical source data for indicated figure.

Source Data Fig. 4 Numerical source data for indicated figure.

Source Data Fig. 5 Numerical source data for indicated figure.

Source Data Fig. 6 Numerical source data for indicated figure.

Source Data Fig. 7 Numerical source data for indicated figure.

Source Data Fig. 8 Numerical source data for indicated figure.

Source Data Extended Data Fig. 1 Numerical source data for indicated extended data figure.

Source Data Extended Data Fig. 3 Numerical source data for indicated extended data figure.

Source Data Extended Data Fig. 4 Numerical source data for indicated extended data figure.

Source Data Extended Data Fig. 5 Numerical source data for indicated extended data figure.

Source Data Extended Data Fig. 6 Numerical source data for indicated extended data figure.

Source Data Extended Data Fig. 7 Numerical source data for indicated extended data figure.

Source Data Extended Data Fig. 9 Numerical source data for indicated extended data figure.

Source Data Extended Data Fig. 10 Numerical source data for indicated extended data figure.

## Data Availability

Transcriptomics data generated and analyzed in this study are available under Gene Expression Omnibus accession number GSE233363. Processed data (for example, Seurat object and tables of meta information) can be found at https://github.com/JessbergerLab/AgingNeurogenesis_Transcriptomics (ref. ^93^). Source data are provided with this paper.

# Supplementary material for: Multimodal transcriptomics reveal neurogenic aging trajectories and age-related regional inflammation in the dentate gyrus
**Source:** Nat Neurosci. 2025 Jan 6;28(2):415–30. doi: 10.1038/s41593-024-01848-4
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2.

# Multimodal transcriptomics reveal neurogenic aging trajectories and age-related regional inflammation in the dentate gyrus

---

In the format provided by the  
authors and unedited

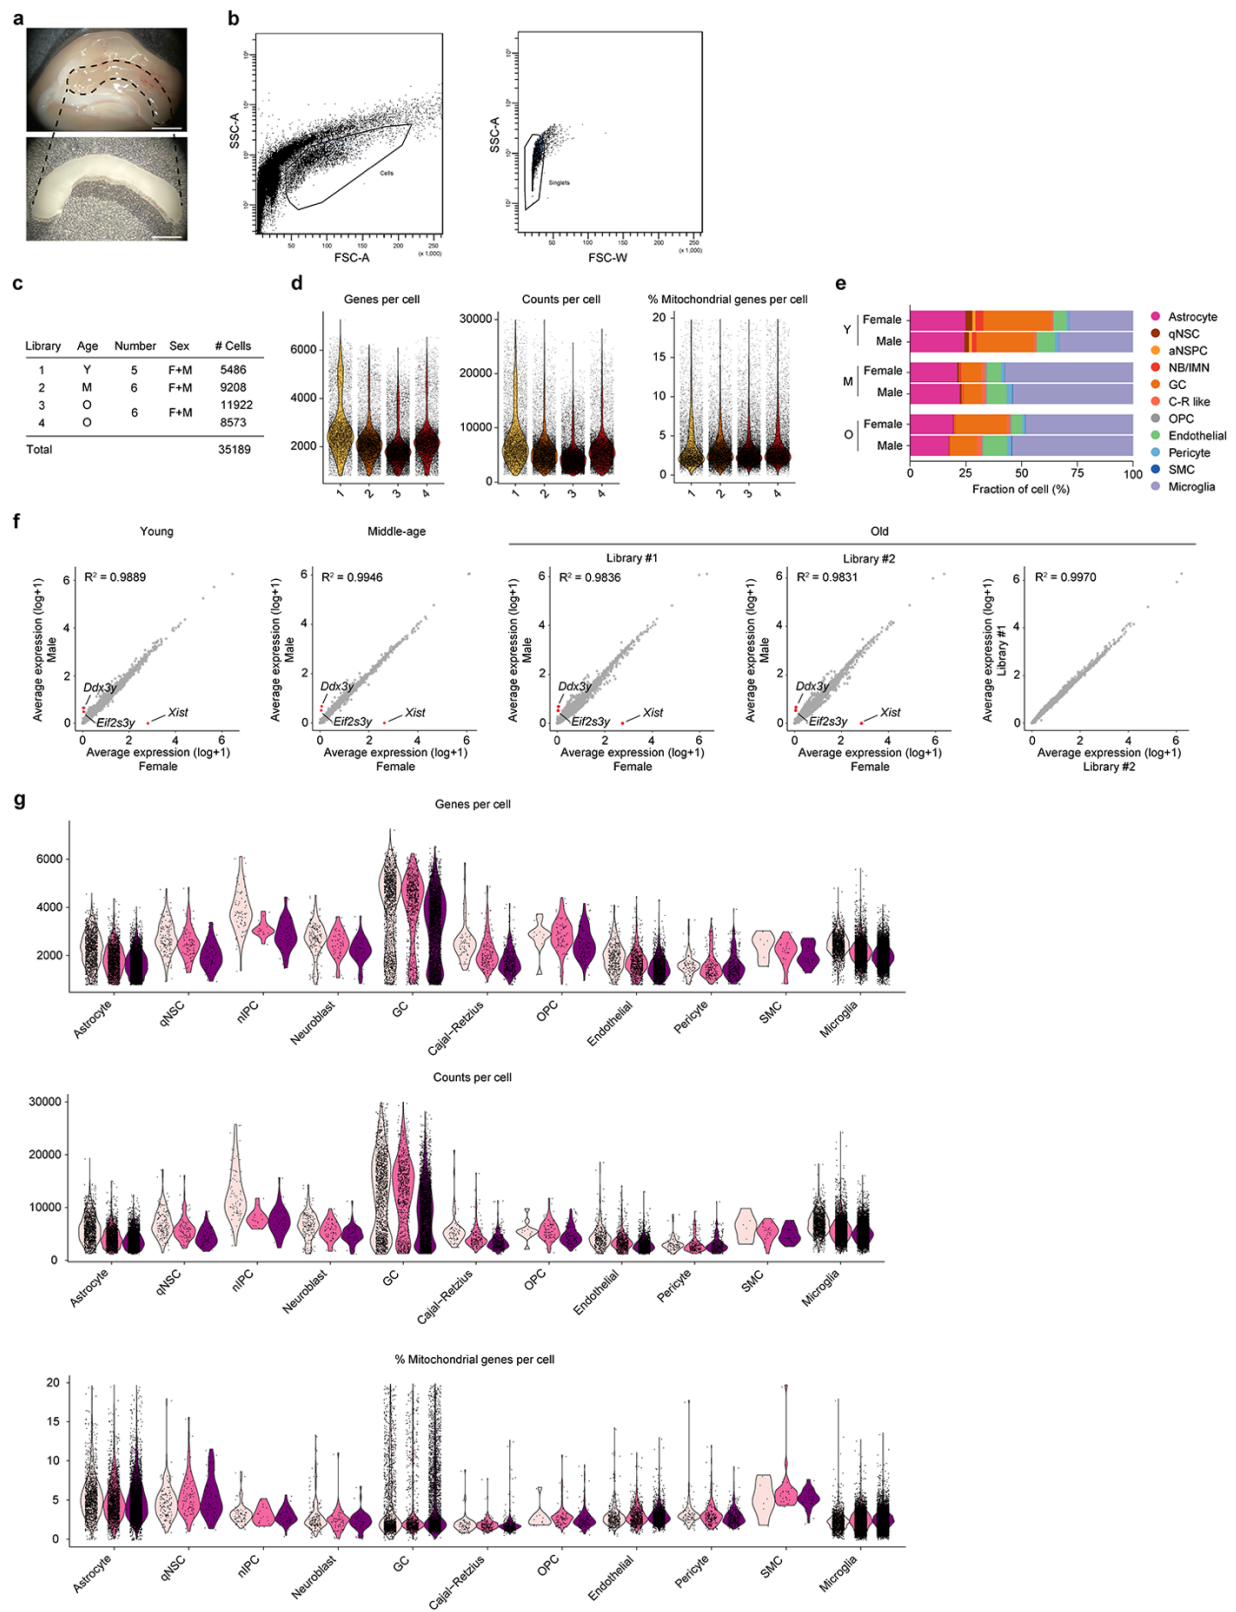

**Supplementary Fig. 1 | Characterization and quality control of scRNA-seq dataset.**

**a**, Microdissection of DG. **b**, Gating strategy used to sort single live cells. **c**, Information table of each 10x Chromium library. **d**, Violin plots of the number of gene, count and

the percentage of mitochondrial genes per cells corresponding to different libraries. **e**, Relative proportions of all cell populations in the mouse dentate gyrus corresponding to sex and age. **f**, Correlation between different sexes in each library. For the old age, additional correlation between two libraries using the same animals. **g**, Violin plots of the number of gene, count and the percentage of mitochondrial genes per cells corresponding to each cell type. Scale bars, (**a**, upper) 200  $\mu\text{m}$  and (**a**, lower) 150  $\mu\text{m}$ .

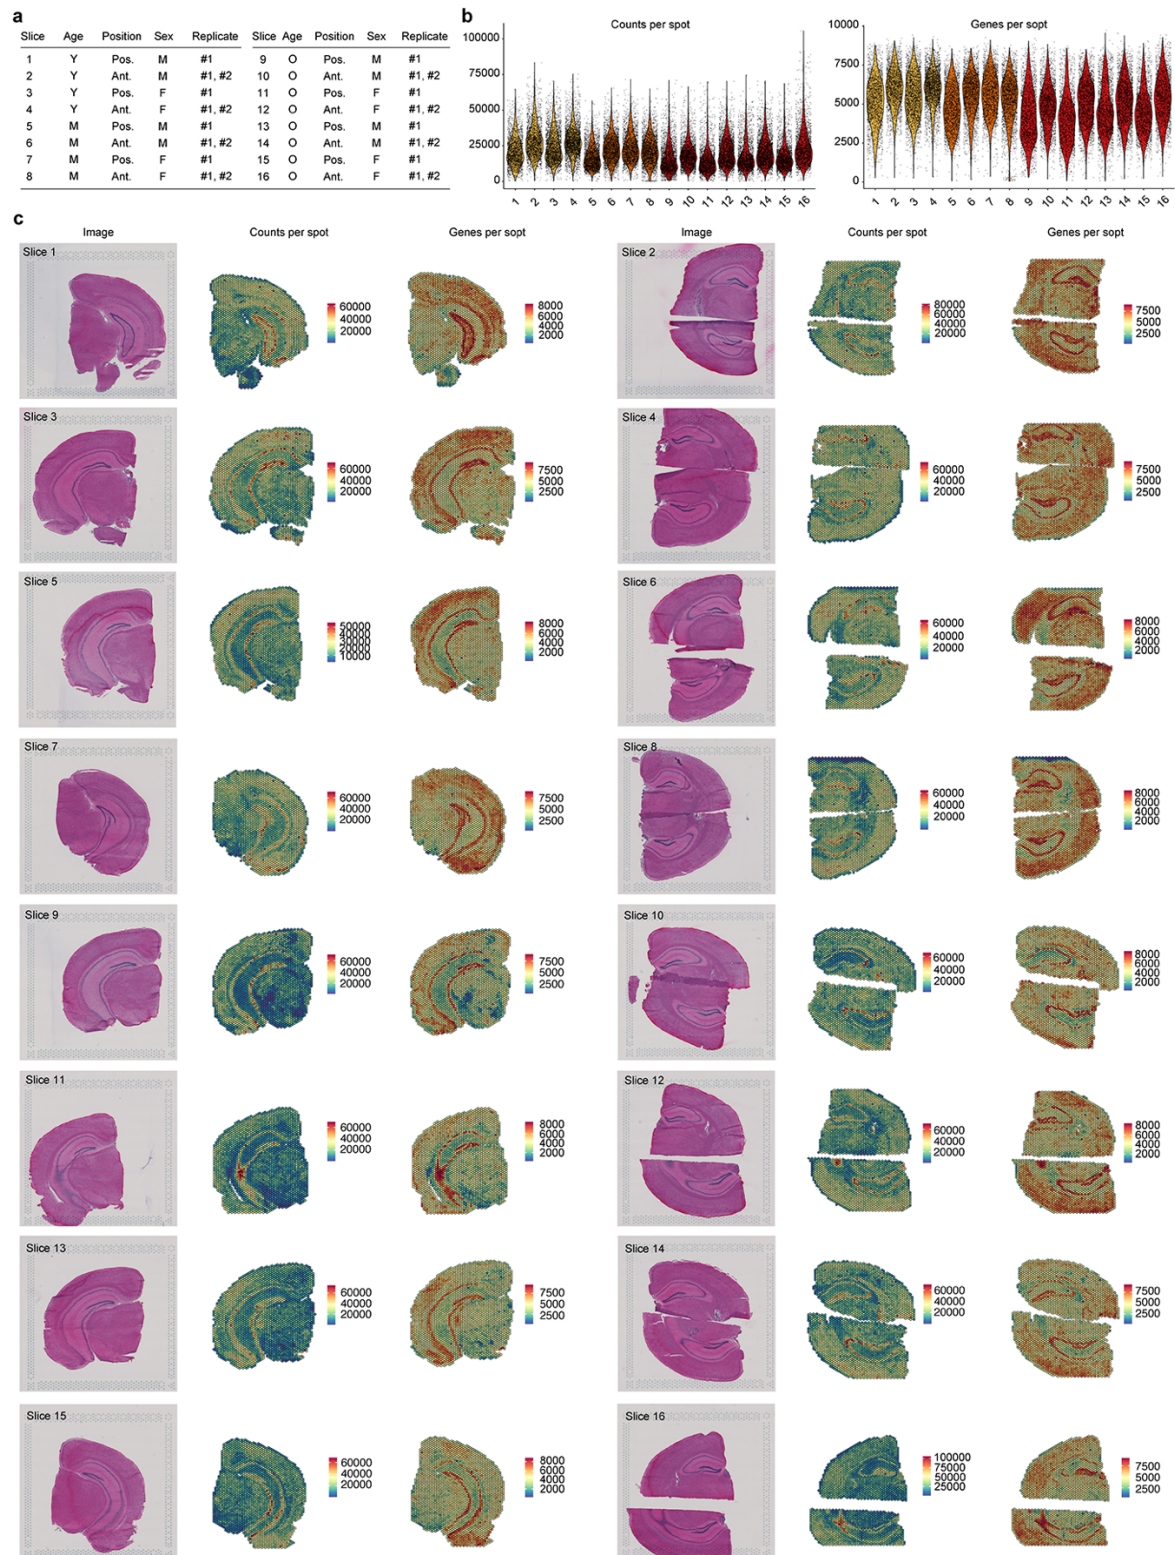

**Supplementary Fig. 2 | Characterization and quality control of spatial transcriptomics dataset.**

**a**, Information table of each 10x Visium library. **b**, Violin plots of the number of gene, count and the percentage of mitochondrial genes per cells corresponding to different

libraries. **c**, Feature plots of the number of gene and count on the section of each Visium library. Color gradient indicates the number of counts and genes, respectively.

.

# Supplementary material for: Multimodal transcriptomics reveal neurogenic aging trajectories and age-related regional inflammation in the dentate gyrus
**Source:** Nat Neurosci. 2025 Jan 6;28(2):415–30. doi: 10.1038/s41593-024-01848-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | Softwares used: Cell Ranger (v6.0.2, 10x Genomics), Space Ranger (v1.2.0, 10x Genomics), Loupe Browser software (v6, 10x Genomics), ImageJ (v2.9.2), RStudio (v4.0.3), Prism (v9.5.1)<br>R packages used: Seurat (v4.3), DoubletFinder (v2.0.3), STUtility (v0.1.0), msigdb (v7.4.1), DESeq2 (v1.30.1), harmony (v0.1.0), monocle2 (v2.18.0), Mfuzz (v2.50.0), SCENIC (v1.2.4), GENIE3 (v1.12.0), RcisTarget (v1.10.0), AUCell (1.13.3), caret (v6.0-88), ggplot2 (v3.3.5), ggrepel (v0.9.1), ggridges (v0.5.3), cowplot (v1.1.1), dplyr (v1.0.7), igraph (v1.2.6), alluvial (v0.2-0), MAST (v1.16.0), pheatmap (v1.0.12), RColorBrewer (v1.1-2), viridis (v0.6.1)<br>Python package used: tangram-sc (v1.0.4) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data generated and analyzed presented in this study are available under GEO accession number GSE233363.

Processed data (e.g., Seurat object and tables of meta information) for transcriptomics are available at [https://github.com/JessbergerLab/AgingNeurogenesis\\_Transcriptomics](https://github.com/JessbergerLab/AgingNeurogenesis_Transcriptomics).

Public/published database used in this study:

Hochgerner 2018: GSE104323

Dulken 2019: BioProject PRJNA450425

Yao 2021: <https://portal.brain-map.org/atlas-and-data/rnaseq>

Hahn 2023: GSE212576

AnimalTFDB (v3.0): <http://bioinfo.life.hust.edu.cn/AnimalTFDB/#/>

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                  |
|--------------------------------------------------------------------|----------------------------------|
| Reporting on sex and gender                                        | <input type="text" value="n/a"/> |
| Reporting on race, ethnicity, or other socially relevant groupings | <input type="text" value="n/a"/> |
| Population characteristics                                         | <input type="text" value="n/a"/> |
| Recruitment                                                        | <input type="text" value="n/a"/> |
| Ethics oversight                                                   | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | A total of 17, 12 and 48 mice were used for scRNA-seq, ST and histological experiments in this study, with a total of 35,189 single cell transcriptomes, 42,169 spatial spot transcriptomes and 1048 tissue sections collected. No sample size calculation was performed.                                                                                                                                                                                                                                                                                                                          |
| Data exclusions | Cells of poor quality and spots with technical artifacts were excluded from analysis. Detailed description is in the Methods section.                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | The main findings in the transcriptomics experiments were validated by histological analysis (immunofluorescent staining and single-molecule RNA FISH). Histological experiments were replicated in at least three biological replicates (for details please refer to methods sections). Replication experiments were successful.                                                                                                                                                                                                                                                                  |
| Randomization   | No randomization for transcriptomics or histological experiments was possible due to comparison of different age/genotype groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | Transcriptomics experiments were not blinded for group allocation during data acquisition and analysis. Single-molecule RNA FISH and Pdgfbret/ret experimenters were blinded for group allocation during analyses. For the rest histological analysis, due to the nature of aging on neurogenic activity, experimenters are aware of animals from certain ages, such that experimenters were not blinded for group allocation during data acquisition. For the rest histological analysis of microglia and neuroinflammation, experimenters were not blinded for group allocation during analyses. |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

#### Primary

Antigen Host Source Catalog# Concentration  
 S100b Rabbit Abcam ab52642 1:500  
 SOX2 Rat Thermo Fisher Scientific 14-9811-82 1:200  
 GFAP Chicken Aves GFAP 1:500  
 Ki67 Rat Thermo Fisher Scientific 14-5698-82 1:500  
 DCX Guinea pig Millipore ab2253 1:500  
 NEUROD Goat Santa Cruz sc1084 1:250  
 IBA-1 Goat Novus NB100-1028 1:500  
 CD3 Rabbit Novus NB600-1441SS 1:200  
 CD8a Rat Thermo Fisher Scientific 14-0808-80 1:200  
 GZMB Goat R&D AF1865 1:100  
 STAT1 Rabbit Cell Signaling 14994T 1:200  
 Collagen IV Rabbit Bio-Rad 2150-1470 1:750  
 CD13 Goat Novus AF2335 1:500  
 GFP Goat Rockland 600-101-215 1:500  
 tdTomato Goat Rockland 600-401-379 1:500  
 tdTomato Goat Sicgen AB8181-200 1:500

#### Secondary

Antigen Host Source Catalog# Concentration  
 Alexa Fluor 488 anti-goat IgG (H+L) Donkey Jackson Immuno Research 705-545-147 1:250  
 Alexa Fluor 488 anti-chicken IgG (H+L) Donkey Jackson Immuno Research 703-545-155 1:250  
 Alexa Fluor 488 anti-rabbit IgG (H+L) Donkey Jackson Immuno Research 711-545-152 1:250  
 Alexa Fluor 488 anti-rat IgG (H+L) Donkey Jackson Immuno Research 712-545-153 1:250  
 Alexa Fluor Cy3 anti-rat IgG (H+L) Donkey Jackson Immuno Research 712-165-153 1:250  
 Alexa Fluor Cy3 anti-goat IgG (H+L) Donkey Jackson Immuno Research 705-165-147 1:250  
 Alexa Fluor Cy3 anti-rabbit IgG (H+L) Donkey Jackson Immuno Research 711-165-152 1:250  
 Alexa Fluor 647 anti-goat IgG (H+L) Donkey Jackson Immuno Research 705-605-147 1:250  
 Alexa Fluor 647 anti-rabbit IgG (H+L) Donkey Jackson Immuno Research 711-605-152 1:250  
 Alexa Fluor 647 anti-guinea pig IgG (H+L) Donkey Jackson Immuno Research 706-605-148 1:250

### Validation

#### Validation links and references for primary antibodies:

S100b Rabbit abcam ab52642 [https://scicrunch.org/resolver/AB\\_882426](https://scicrunch.org/resolver/AB_882426)  
 Sox2 Rat Thermo Fisher Scientific 14-9811-82 [https://scicrunch.org/resolver/AB\\_11219471](https://scicrunch.org/resolver/AB_11219471)  
 GFAP Chicken Aves GFAP [https://scicrunch.org/resolver/AB\\_2313547/mentions?q=&i=rrid:ab\\_2313547-127:gfap](https://scicrunch.org/resolver/AB_2313547/mentions?q=&i=rrid:ab_2313547-127:gfap)  
 Ki67 Rat Thermo Fisher Scientific 14-5698-82 [https://scicrunch.org/resolver/AB\\_10854564](https://scicrunch.org/resolver/AB_10854564)  
 DCX Guinea pig Millipore ab2253 [https://scicrunch.org/resolver/AB\\_1586992](https://scicrunch.org/resolver/AB_1586992)  
 NEUROD Goat Santa Cruz sc1084 [https://scicrunch.org/resolver/RRID:AB\\_630922](https://scicrunch.org/resolver/RRID:AB_630922)  
 IBA-1 Goat Novus NB100-1028 [https://scicrunch.org/resolver/AB\\_521594](https://scicrunch.org/resolver/AB_521594)  
 CD3 Rabbit Novus NB600-1441SS [https://www.novusbio.com/products/cd3-antibody-sp7\\_nb600-1441](https://www.novusbio.com/products/cd3-antibody-sp7_nb600-1441)  
 CD8a Rat Thermo Fisher Scientific 14-0808-80 1:200 [https://scicrunch.org/resolver/RRID:AB\\_2572860](https://scicrunch.org/resolver/RRID:AB_2572860)  
 GZMB Goat R&D AF1865 1:100 [https://www.rndsystems.com/products/mouse-granzyme-b-antibody\\_af1865?gad\\_source=1&gclid=Cj0KCQjw7Z00BhDYARIsAFttkCgdLfp5x4DjuTWnNsAbOfkRQp4Qe3iwwq1trYuaEFHGqTlcj5gAFL8aAv88EALw\\_wcB&gclsrc=aw.ds](https://www.rndsystems.com/products/mouse-granzyme-b-antibody_af1865?gad_source=1&gclid=Cj0KCQjw7Z00BhDYARIsAFttkCgdLfp5x4DjuTWnNsAbOfkRQp4Qe3iwwq1trYuaEFHGqTlcj5gAFL8aAv88EALw_wcB&gclsrc=aw.ds)  
 STAT1 Rabbit Cell Signaling 14994T <https://www.cellsignal.com/products/primary-antibodies/stat1-d1k9y-rabbit-mab/14994?country=CH>  
 Collagen IV Rabbit Bio-Rad 2150-1470 [https://scicrunch.org/resolver/AB\\_2082660](https://scicrunch.org/resolver/AB_2082660)  
 CD13 Goat Novus AF2335 [https://scicrunch.org/resolver/RRID:AB\\_2227288](https://scicrunch.org/resolver/RRID:AB_2227288)  
 GFP Goat Rockland 600-101-215 [https://scicrunch.org/resolver/AB\\_218182](https://scicrunch.org/resolver/AB_218182)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Wild-type mice:  
C57BL/6J; Janvier-labs, France  
3-month-old, 9-11-month-old and 16-21-month-old mice were used for transcriptomics experiments.  
3-month-old, 10-month-old, 18-month-old and 24-month-old mice were used for histological experiments.  
Transgenic mice:  
Ai14;B6.Cg-Gt(Rosa)26Sortm14 (CAG-tdTomato)Hze; The Jackson Laboratory, 007914  
(used to breed experimental Gli1-CreERT2::Rosa26-LSL-tdTomato mice)  
Gli1tm3(cre/ERT2)Alj; The Jackson Laboratory, 007913  
(used to breed experimental Gli1-CreERT2::Rosa26-LSL-tdTomato mice)  
Gli1-CreERT2::Rosa26-LSL-tdTomato (e.g., Pilz et al., 2018 Science (doi: 10.1126/science.aao5056))  
3-month-old, 10-month-old and 17-month-old mice were used.  
B6.Cg-Tg(Nes-EGFP)1Yamm/Rbrc  
3-month-old, 10-month-old and 18-month-old mice were used.  
Pdgfbret/ret (Pdgfb-tm(ret)) (e.g., Lindblom et al., 2003 Genes Dev(doi: 10.1101/gad.266803))  
6-month-old mice were used.  
Mice were group housed in ventilated cages (21-23 Celsius, 40-60% humidity) under a 12h dark/light cycle with ad libitum access to food and water.

### Wild animals

No wild animals were used in this study.

### Reporting on sex

Mice of mixed sex were used.

### Field-collected samples

No field-collected samples were used in this study.

### Ethics oversight

Animal experiments were approved by the Cantonal Commission for Animal Experimentation of the Canton of Zurich, Switzerland and Stockholms Norra Djurförsöksetiska Nämnd, Sweden in accordance with national and cantonal/county regulations (license numbers ZH190/19; ZH126/20; 20785-2020).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Mice were first euthanized via cervical dislocation, followed by taking out brains and then microdissection of DG. The dissected DG from the same age were pooled and dissociated using Neural Tissue Dissociation Kit (P) (Miltenyi Biotec) and further cleaned using Myelin Removal Beads II (Miltenyi Biotec) according to manufacturer's instructions. Briefly, pooled tissue was enzymatically digested for 35 minutes at 37°C, followed by manual trituration with fire-polished pipette tips and filtered with 40-µm strainers. Cell suspension was incubated with Myelin Removal Beads for 15 minutes on ice, followed by cleaning with passing through magnet LS column (Miltenyi Biotec). Single cell suspension was sorted with the target number of 50,000 in an influx cell sorter using 130-µm nozzle (BD Influx).

#### Instrument

BD FACSAria II

#### Software

Data was collected using BD FACS software (FACSAria II) and analyzed using FlowJo.

#### Cell population abundance

Samples were sorted at 1000-1500 events/sec using the 130 µm nozzle and a cooling unit with sample temperature of 4°C achieving >90% purity by FACS analysis. Cell population abundance in single cells.

#### Gating strategy

Gating selecting cells and singlets were chosen to enrich single cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

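The data are the UMI counts of 4 scRNA-seq libraries from microdissected DGs and of 16 Visium capture areas with brain sections. Young mice were 3 months, middle-aged mice 9 to 11 months and old mice 16 to 21 months of age. The deposited counts were made by the authors with Cell Ranger for cells and Space Ranger for spots. They are whole numbers per gene and barcode, neither normalized nor filtered beyond the calling of cells and spots under tissue. The genome build behind them is not stated in the text of the paper, and no result here uses positions on the genome apart from the place given for Igfbpl1. Images, positions of spots and blood cells were not analysed here. The depth per library and area is given with the data of each experiment, and precision is given as exact 95% intervals for single libraries and as SD over areas for replicated values. With no UMI found, up to 3 counts are allowed, which was used as the limit for ratios against such a group.

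Cells were processed with Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Cells were kept with at least 800 genes and at most 20% mitochondrial UMIs, the thresholds that the paper gives. Per library, the expected number of doublets (0.8% per 1000 cells) with the highest Scrublet scores was removed, which was 269 in the young, 859 in the middle-age and 1407 and 751 in the old libraries. Counts were normalized to 10000 per cell and log-transformed. A graph of 20 neighbours on 30 principal components of 5000 variable genes was clustered at a resolution of 1.0, without integration of libraries. Clusters were clustered again on 2000 genes and 20 components at a resolution of 0.5, or of 0.2 for astrocyte-like cells, and named by the marker list with the highest score. Names were given to 35512 of 35831 cells, and 0.542% of young, 1.29% of middle-aged and 0.798% of old cells stayed unnamed. Cells with no clear leading list count as unnamed and are in no share of a class. DG resident classes leave out T-like, B-like, monocyte-like, border macrophage-like and fibroblast-like cells.

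Spots with at least 500 genes were clustered in the same way, and clusters were named by region markers with a mean score of at least 0.5. A cluster counted as granule cell layer where granule cell genes led it, which gave 2 clusters. UMIs were summed per area over its spots and fitted with edgeR 4.0.16 (TMM normalization, quasi-likelihood tests, filterByExpr) under R 4.3.3 with limma 3.58.1, and with DESeq2 1.42.0 as the alternative tool. Calls are at a Benjamini-Hochberg adjusted p under 0.05. The fit was tested on simulated data, in which 188 of 200 changed genes were recovered for old against young, 183 for middle-age against young and 185 for old against middle-age, with 12, 12 and 17 false calls. The simulated log2 changes were 1 or 2 in size, and areas were drawn as independent. Many reported changes are smaller and areas share mice, so these rates do not carry over to the reported fit. Module scores used 24 expression bins and 100 control genes per gene. The IFN-γ response list has 50 genes, or 44 without MHC genes, B2m and Cd74, and was written by hand since the Hallmark list was not used here.

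Gene lists in cells were scored on UMIs summed per age and class, and random lists were drawn from 50 expression bins. On simulated data with a log2 change of 0.3, the CAS-Up list gave a median of 0.23 (percentile 100), and with no change a median of 0.01 (percentile 86.0). Thinning to 2000 UMIs left out 142 young, 379 middle-aged and 1115 old cells with fewer UMIs. For free RNA, granule cell markers at least 4 times as high in granule cell-like as in other cells were read in microglia-like cells, where they reached 1.48% of their granule cell level in young, 0.809% in middle-aged and 1.23% in old mice.

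The number in the label of an area was checked for pairing on the 6840 genes with a mean of at least 20 CPM, after removing the mean of each age. Areas of the same number correlated across genes with a median r of 0.325 (0.011 to 0.413, 12 pairs) and areas of other numbers with a median of -0.052 (-0.504 to 0.490, 68 pairs), and genes are not independent replicates. For old against young the 4 pairs had r of 0.235, 0.290, 0.163 and 0.409, so the number was taken to pair these areas, and a fit with the number as a block gave 415 genes beside the 796 without it. For the other comparisons number 3 had r of 0.053 and 0.011, so only a number is shared there. Which mouse an area holds was not mapped. No label gives its sex or position, and areas were only grouped by UMIs of Xist or Y-linked genes and by spots of the midbrain cluster. This gives 4 sets of 1 young, 1 middle-age and 2 old areas, in which areas of different ages correlated with a median r of 0.310 (0.011 to 0.490, 20 pairs), against -0.086 (-0.504 to 0.427, 60 pairs) between sets. Old areas 5 to 8 have no partner by number but are each in a set with a young area, so a fit with the sets as a block was added.

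Groups, tests, alternatives and the rule for named genes were fixed before the data were examined. The rule names every gene that the paper names with an expression statement for these samples, and some of these are not reported here. For each comparison of areas it adds the 5 largest rises and 5 largest falls among called genes with an average log2 CPM of at least 4 and no overlap between areas. For cells it adds the 5 highest and 5 lowest old over young ratios in classes with at least 300 cells per age, among genes with at least 100 CPM in the higher age, leaving out Xist, Tsix, Y-linked and mitochondrial genes. Alternatives were other filters, no doublet removal, other resolutions, no genes left out of clustering, single old libraries, other denominators, another normalization and tool, no count filter, fewer areas, the block, other spots, thinned counts, other pseudocounts and another score threshold.

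Other choices were made after a first look at the data. They are the margins for naming clusters, the families of classes for the second clustering and its resolutions, the minimum of 0.5 for region scores and the minimum of 500 genes per spot. The same holds for the denser granule cell cluster alone, the comparison of NAS between layers, the lists of cold-inducible, heat shock, ER chaperone and clock genes, the reading of all regions beside the granule cell layer, the grouping of areas by UMIs of Xist and Y-linked genes and the block by sets of areas. Trajectories, regulatory networks, cell-cell communication, neighbours of spots and immunostaining were not analysed here, since they need data or steps outside the counts used.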

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

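The tests on a neighbouring region, on the animals of a pool and on sex for the Meis2-led cells, and the tests of the grouping of areas by sex-chromosome genes, of its depth and of its position, were chosen only after the results they concern had been seen. In 21 groups of areas, each made up of 1 measure in 1 age, no area lay far from the others.

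A cluster of astrocyte-like cells led by Meis2, which the paper does not report, held 12.87% (95% interval 11.8 to 14.0, 480 of 3729) of old, 7.05% (5.96 to 8.26, 140 of 1987) of middle-aged and 0.304% (0.0829 to 0.776, 4 of 1316) of young astrocyte-like cells. Old libraries 1 and 2 gave 12.4% and 13.4%. The share drew attention as a signal in cells that the paper does not set apart. In old mice it was 22.3% among female and 1.85% among male cells, a gap of 20.4 percentage points. In middle-aged mice female cells had 4.21% and male cells 8.86%, a gap of -4.65 points in the other direction, which argues against sex alone. The gap in old mice is consistent with a part of the animals of a pool that carries most of these cells, and a difference between animals or in how their tissue was dissected remains a candidate explanation. Whether the cells come from a neighbouring region cannot be told apart from an origin in the hippocampus. The median log2 ratio of the leading genes of the cluster between hippocampal and other spots of young areas was -0.30, but the clusters of other astrocyte-like cells had medians from -0.42 to 0.71. A rise of these genes with age in hippocampal spots cannot be read either, since their median log2 change from young to old areas was 0.0121 (percentile 71.3 of random lists) and genes of other cells weigh on it. Age itself stays open.

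The cold-inducible genes Rbm3 and Cirbp had a median log2 fold change of 1.17 between old and young granule cell layer spots, and genes of this response are not discussed in the paper. Both had been seen to rise when the list was written, so its rank against random lists says nothing. The change was there at middle age (1.01), and old against middle-age areas gave 0.16. Heat shock genes changed by -0.38 and ER chaperones by -0.66 from young to old areas, or by -0.50 for the 8 chaperones whose values had not been seen when the list was written. A change confined to the granule cell layer is argued against by the median of 0.93 for Rbm3 and Cirbp in cortex spots, with 0.99 in the CA1 layer. Temperature or handling of the tissue of the spatial experiment as the whole cause is argued against by the scRNA-seq, where these genes had a median of 0.77 in astrocyte-like cells, 1.19 in endothelial-like, 0.74 in microglia-like and 0.60 in granule cell-like cells, and heat shock genes medians from -0.99 to -0.27. ER chaperones had medians from -0.40 to -0.20 in these classes. The time of day at which the mice were killed could also act on such genes. Clock genes of the phase of Dbp changed by 0.25 (percentile 99.96) in granule cell layer spots, by 0.11 without Dbp, but by -0.30 in microglia-like cells. They changed by 0.15 in the CA1 layer (5 of 9 genes higher), 0.15 in cortex (8 of 9) and 0.55 in white matter (9 of 9). Clock genes of the opposite phase changed by -0.09 in granule cell layer spots (percentile 19 of random lists), so the time of day cannot be told apart from age here. Anything else shared by the young animals of both experiments, which the paper describes as cage littermates, stays open, as does age itself.

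Lcn2 had 499.9 CPM (95% interval 464.9 to 536.9) in young endothelial-like cells, against 8.88 CPM in middle-aged and 5.63 CPM in old ones, and is not discussed in the paper. Its 757 UMIs came from 18 of 354 cells, with 98.9% in the 10 highest cells. Ackr1 had 118 CPM, 11.8 CPM and 8.34 CPM. Free RNA from another cell type is argued against by a level of at most 0.250 CPM in young microglia-like, astrocyte-like and granule cell-like cells. A state of 1 part of the young animals cannot be told apart from age, since 4 of 70 male cells (5.71%) and 5 of 183 female cells (2.73%) had a UMI and the animals of a sex are not told apart.

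Areas 1 and 2 of each age, with old areas 5 and 6, held 3013 to 4886 UMIs of Y-linked genes and at most 2 of Xist, and areas 3 and 4, with old areas 7 and 8, held 1037 to 2384 UMIs of Xist and at most 2 of Y-linked genes. The change with age differed between these groups of areas in 4 of 15 tests at an unadjusted p under 0.05, with sex labels permuted within each age (exact permutation tests, two-sided), and each had an adjusted p of 0.107. The share of inflammatory spots rose from young to old areas by 19.4 percentage points in areas with Y-linked UMIs and by 4.85 in areas with Xist, a gap of 14.54 (exact permutation p = 0.0238). From middle-age to old areas the gap was 12.52 (18.4 against 5.85, exact permutation p = 0.0286). CAS-Up in the granule cell layer rose from young to old areas by 0.308 and 0.102, a gap of 0.2065 (exact permutation p = 0.0238). The IFN-γ response genes changed from middle-age to old areas by 0.228 and -0.114, a gap of 0.3420 (exact permutation p = 0.00952). Without MHC genes, B2m and Cd74 in the list, the young to old gap of the inflammatory spots was 8.61 (exact permutation p = 0.400). Lower depth of some old areas is argued against by a gap of 10.22 with every spot thinned to 3000 UMIs. Whether the position of the section, as far as the midbrain cluster marks it, is the whole cause cannot be told, with 1 young area per group and position. The gap had the same sign in areas with the cluster (7.79) and nearly without it (21.3), each from 4 old and 2 young areas only. With the cluster, shares were 33.4% and 32.9% in old areas with Y-linked UMIs and 23.6% and 25.0% in those with Xist. Nearly without it, they were 41.3% and 40.4% against 27.7% and 26.0%. Finer differences in position were not tested. Some mice were sampled by more than 1 old area, as the 8 old areas come from 4 mice. Their part in the gap cannot be told apart. Of 8 old areas, 4 formed pairs of each other's closest area (r of 0.199 and 0.364, against -0.443 to 0.203 for the other 26 pairs), and with 4 mice per age a group of areas can hold very few animals of an age. Sex of the animals is the biological difference that the grouping names, and it stays open.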

How the results depend on the processing

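The analysis of the denser granule cell cluster (cluster 15) alone and the block by 4 sets of areas (UMIs of Xist or Y-linked genes, midbrain cluster) were chosen after seeing the data. The other alternatives had been set beforehand. The cause of a change was not tested unless it is named.

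Of 35 counts of called genes under other settings, 21 stayed within 1.5 times of those reported. A similar count can hold other genes. Between old and young areas, all hippocampal spots gave 1132 genes, of which 309 are among the 796, and 712 of the 796 kept their sign and 56.3% at least 50% of their change. The other counts within 1.5 times of 796 shared between 610 (cluster 15) and 785 (DESeq2 size factors, block by sets) of these genes. Between old and young areas, the block by area number gave 415 genes (339 of them among the 796), thinning to the smallest area total 269 (242 shared), and 4 of the 8 old areas at a time a median of 226. Thinning and fewer areas lower a count by construction. Between middle-age and young areas, 58 genes were called with only these ages in the fit, which leaves fewer areas to estimate the spread, and 61 with thinned counts, against 352 with the block by sets. Between old and middle-age areas, where 6 genes were called, there were 15 with no filter on low counts, 11 with only these ages, 12 with the block by number, 63 with the block by sets, 78 in all hippocampal spots, 196 in cluster 15, 80 by DESeq2 and a median of 2 with 4 of the 8 old areas. The 196 in cluster 15 go with a share of granule cell layer spots in that cluster of 55.05% ± 6.77 at middle age, against 39.0% ± 3.49 in young and 35.5% ± 3.12 in old areas (SD). With 1 area left out, the counts ranged from 337 (without young area 1) to 837 (without young area 4) for old against young, from 71 (without middle-age area 2) to 273 (without middle-age area 3) for middle-age against young, and from 1 (without middle-age area 4) to 40 (without young area 1) for old against middle-age, and no shared gene changed its sign.

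For named genes in granule cell layer spots, 2290 of 2384 values under other settings and 3431 of 3504 with 1 area left out kept their direction and their side of the threshold. Of the others, 56 and 57 fell below the threshold and 31 and 16 rose past it. Between old and young areas, summing all hippocampal spots reversed Stmn2 (log2 fold change 0.1678, adjusted p = 0.253), Hes1 (0.6410, 0.0232) and Nnat (0.1248, 0.901), and cluster 15 alone reversed S100b (-0.3073, 0.0410) and Hopx (-0.3404, 0.0465). Between old and middle-age areas, cluster 15 alone reversed S100b (-0.7135, 7.3e-04) and Apoe (-0.4004, 0.0432). All hippocampal spots include those of the CA layers and the neuropil, and the cause was not tested.

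Of 78 single values per area under other settings, 62 kept their side. Differences between areas of the same number, as a block, were -9.212 for Igfbpl1 from young to old, -9.384 from young to middle age and 0.1718, in the other direction, from middle age to old. The block gave 0.2280 for CAS-Up and -0.2123 for CAS-Down from young to old, -0.08641 for CAS-Down from middle age to old, and 12.32 and 12.31 points for inflammatory spots from young and from middle age to old. With 4 pairs the block allows no p under 0.125, so these tests could not pass. With areas permuted within the 4 sets, CAS-Up differed by 0.1080 between old and middle-age areas (exact permutation test, p = 0.0123, the smallest of 81 arrangements), and Igfbpl1 by -9.384 between middle-age and young areas, where p cannot be under 0.125 either. In all hippocampal spots CAS-Up rose by 0.06737 from young to old areas (exact permutation test, p = 0.349). With 10 added to each CPM, CAS-Up differed by 0.06579 between old and middle-age areas (exact permutation test, p = 0.0485) and the IFN-γ response genes by 0.001749 between middle-age and young areas. In granule cell layer spots the latter differed by 0.03911, and old and middle-age areas by -0.03529. Without MHC genes, B2m and Cd74, inflammatory spots differed by -2.535 points between middle-age and young areas. With 1 area left out, the following ranges were found. Igfbpl1 differed by -10.92 to -8.399 between middle-age and young areas and by -0.2389 to 0.1365 between old and middle-age areas, CAS-Up by 0.08037 to 0.1283 between old and middle-age areas, and CAS-Down by -0.1624 to -0.08249 between middle-age and young areas. IFN-γ response genes differed by -0.003991 (without young area 2) to 0.1017 between old and young areas and by -0.06075 to 0.04493 between middle-age and young areas, and inflammatory spots by -2.300 (without young area 2) to 1.276 points between middle-age and young areas.

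Of 224 ratios of shares under other settings, 216 stayed within the interval reported. With at least 500 genes, where no cluster was named qNSC-like, the middle-age over young ratio of neurogenic cells was 0.2112, and with old library 2 alone the old over young ratio was 0.08979. Without microglia-like and granule cell-like cells in the total, the ratio of astrocyte-like cells was 1.036 at middle age and 1.001 in old mice, and that of endothelial-like cells 1.291 and 1.568. There the old over young ratio was 1.946 for Cajal-Retzius-like and 1.299 for pericyte-like cells. These follow from the smaller total, of which each class takes a larger part.

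Of 68 ratios of lineage genes, 60 stayed in their interval. Without doublet removal, Aldoc in qNSC-like over aNSPC-like cells was 48.61, Calb2 in NB/IMN-like over aNSPC-like cells 114.9, Stmn1 in qNSC-like over astrocyte-like cells 8.942, Neurod1 in old over young aNSPC-like cells 0.3846, and Gfap in qNSC-like over astrocyte-like cells 1.007, against 1.005 with no genes left out of the clustering. With old library 2 alone, Sox2 in NB/IMN-like cells was 0.7283 and Hes6 in aNSPC-like cells 0.6321.

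Of 132 medians of gene lists, 73 moved from the value reported by less than 50% of the width of the 95% range of random lists, and none took the opposite sign. Values are log2 ratios of old over young where no ages are named. With 10 added to each CPM, which shrinks ratios of genes with few UMIs by construction, NAS-Up was 0.3888 and NAS-Down -0.3768 (middle-age over young -0.1637) in qNSC-like cells. CAS-Down was -0.2273 (middle-age -0.1319) in qNSC-like cells and -0.1101 in astrocyte-like cells, where CAS-Up was 0.1787 (0.09308). In endothelial-like cells CAS-Up was 0.1595 (0.1300) and CAS-Down -0.1701 (-0.1350), in microglia-like cells 0.03601 (0.04717) and -0.09128 (-0.04895), and CAS-Up was 0.03781 (0.03290) in granule cell-like cells. With genes of at least 10 CPM only, NAS-Down was -0.4960 (middle-age -0.1936, old over middle-age -0.2811). CAS-Up was 0.4389 (middle-age 0.2702) and CAS-Down -0.2887 in qNSC-like cells, and CAS-Down -0.1555 in astrocyte-like cells. In endothelial-like cells CAS-Down was -0.2251 (middle-age -0.1488) and CAS-Up 0.2636 at middle age, CAS-Down was -0.07199 at middle age in microglia-like cells, and in granule cell-like cells CAS-Up was 0.04129 at middle age and CAS-Down -0.1191 (-0.1116). With cells thinned to 2000 UMIs, NAS-Down was -0.6718 (old over middle-age -0.02974), and in qNSC-like cells CAS-Up was 0 and CAS-Down -0.2741 (middle-age -0.07646). Thinning gave CAS-Up of 0.2914 at middle age and CAS-Down of -0.2479 (-0.1012) in astrocyte-like cells, CAS-Up of 0.4486 (0.1087) in endothelial-like cells, and CAS-Up at middle age of 0.1108 in microglia-like and 0.07381 in granule cell-like cells. With no genes left out of the clustering, NAS-Down was -0.2789 for old over middle-age and CAS-Up 0.1862 in qNSC-like cells. With old library 1 alone, NAS-Up was 0.2427 for old over middle-age and NAS-Down -0.9327 (old over middle-age -0.3287). CAS-Up was then 0 and CAS-Down -0.4815 in qNSC-like cells, CAS-Up 0.3926 in endothelial-like and CAS-Down -0.1326 in granule cell-like cells. With old library 2 alone, NAS-Up was 0.3573 (old over middle-age 0.09774), NAS-Down -0.8386, CAS-Up 0 in qNSC-like cells, and CAS-Down -0.2083 in microglia-like and -0.06913 in granule cell-like cells. The causes were not tested otherwise.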

Differences from the paper's values

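The aNSPC share of DG resident cells at middle age is 0.2% in the paper and was 0.325% (30 cells) here, which differs by more than 1.5 times. All alternatives set before the data were examined kept the difference, with 0.318% for at least 500 genes, 0.353% for at most 10% mitochondrial UMIs, 0.304% without doublet removal, 0.325% at resolutions 0.5 and 2.0 and 0.340% with no genes left out of the clustering. The paper gives the value to 1 decimal.

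Among male cells of all ages, the paper gives 0.3% aNSPCs, 2% Cajal-Retzius cells, 9.9% endothelial cells and 2% pericytes, as the paper's values, and the shares here were 0.463%, 1.28%, 5.55% and 0.728%. Cells with UMIs of neither or both sexes were left out here, and the text of the paper does not name how its cells were assigned. No alternative was set for these shares.

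The share of inflammatory hippocampal spots is 2.4% in young, 2.5% in middle-aged and 5.9% in old mice in the paper, and was 19.17%, 19.18% and 31.28% here. The gene list differs from the Hallmark list that the paper names, so the shares are not on one scale. Every alternative set before the data were examined kept a difference. With the threshold at the 95th percentile of young spots the shares were 4.88%, 5.86% and 12.0%, without MHC genes, B2m and Cd74 33.0%, 30.5% and 40.9%, at resolution 0.5 17.8%, 18.7% and 31.3%, at resolution 2.0 19.2%, 19.9% and 31.3%, and with thinned spots 27.0%, 27.1% and 35.3%.

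The paper describes the share of its larger astrocyte population as stable, and the larger cluster here held 69.9%, 54.8% and 65.4% of young, middle-aged and old astrocyte-like cells.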

Other observations

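The tests on the depth of the old areas behind the counts of called genes and on doublets among NB/IMN-like cells, and the fit of the denser granule cell cluster alone, were chosen only after the results they concern had been seen.

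Other splits of the areas show whether chance can give counts of called genes as large as those reported. Of 100 splits for old against young areas, 1 called as many genes, the real one, and the largest other count was 66. Of the 16 splits that part each pair of areas with the same number, 1 did so, the real one, and the largest other count was 31, but 16 splits are too few to exclude chance. Of 35 splits for middle-age against young areas, 1 called as many, and the largest other count was 118. Of 100 splits for old against middle-age areas, 2 called as many, the real one among them, and the largest other count was 92. Among the splits run without regard to area numbers or sets, chance is thus argued against for the comparisons with young areas. This holds as far as areas are independent, which areas of the same mouse are not. For old against middle-age areas the count of 6 is far below the largest other count, so it is weak evidence against chance.

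More genes were called between old and young than between middle-age and young areas. The number of areas is a candidate explanation for part of this, since the median with 4 of the 8 old areas was 226, against 186 between middle-age and young areas. Lower depth of the old areas is argued against, since the ratio of both counts was 4.41 with every area thinned to the same total. A different mix of the granule cell layer clusters is argued against as the source of the genes called between old and young areas, of which 769 had a value in the denser cluster alone and 99.1% of these kept at least 50% of their fitted change there.

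CAS-Down was lower in old than in young microglia-like cells. Free RNA from granule cells as the source is argued against by a median log2 ratio of -0.14 for the list genes that are not enriched in granule cell-like cells. CAS-Up was higher in old than in young astrocyte-like cells, and the Meis2-led cluster is argued against as the source by a median of 0.33 without it. Age, differences between pools and dissociation stay open for both.

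From young to old mice NB/IMN-like cells fell more than aNSPC-like cells, with ratios of 0.0782 (0.0560 to 0.109) and 0.183 (0.130 to 0.258). From young to middle-aged mice they fell alike, with ratios of 0.223 (0.165 to 0.302) and 0.220 (0.145 to 0.335). Removal of NB/IMN-like cells as doublets is argued against. Without doublet removal the old over young ratio was 0.0747 for NB/IMN-like and 0.171 for aNSPC-like cells. Inflammatory spots were more frequent in old than in young areas, and lower depth of old spots as the source is argued against by a difference of 8.25 points with every spot thinned. The larger part of neuropil spots in old areas stays open as a source.

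Hbb-bs and Igkc differed between the old libraries, which come from the same animals, by ratios of 66.3 and 208 in microglia-like cells. Free RNA from blood cells is argued against, since Hbb-bs in astrocyte-like cells had a ratio of 1.06 between the libraries. In old library 1, 99.45% of the 6667 Igkc UMIs lay in 1 of 6040 microglia-like cells, and 58.5% of the Hbb-bs UMIs in 1 cell and 98.7% in 10. No biological explanation was tested, as both libraries hold the same animals.

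In other regions, edgeR called 181 genes between old and young areas in the CA1 layer and 1727 in cortex, and 33 and 1170 between middle-age and young areas. Between old and middle-age areas it called 666 in cortex and 0 in the CA1 layer, where 806 genes had an unadjusted p under 0.05. In white matter it called 942 genes between old and young, 136 between middle-age and young and 99 between old and middle-age areas. DESeq2 was not run on these regions. Monocyte-like cells made up 0.813% of young, 0.221% of middle-aged and 0.289% of old kept cells, B-like cells 0.0181%, 0.147% and 0.154%, and border macrophage-like cells 0.416%, 0.389% and 0.135%. OPC-like cells made up 0.221%, 0.769% and 0.585% of DG resident cells and Cajal-Retzius-like cells 1.24%, 1.70% and 1.82%.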
